# Transcriptome responses in alfalfa associated with tolerance to intensive animal grazing

**DOI:** 10.1038/srep19438

**Published:** 2016-01-14

**Authors:** Junjie Wang, Yan Zhao, Ian Ray, Mingzhou Song

## Abstract

Tolerance of alfalfa (*Medicago sativa* L.) to animal grazing varies widely within the species. However, the molecular mechanisms influencing the grazing tolerant phenotype remain uncharacterized. The objective of this study was to identify genes and pathways that control grazing response in alfalfa. We analyzed whole-plant *de novo* transcriptomes from grazing tolerant and intolerant populations of *M. sativa* ssp. *falcata* subjected to grazing by sheep. Among the Gene Ontology terms which were identified as grazing responsive in the tolerant plants and differentially enriched between the tolerant and intolerant populations (both grazed), most were associated with the ribosome and translation-related activities, cell wall processes, and response to oxygen levels. Twenty-one grazing responsive pathways were identified that also exhibited differential expression between the tolerant and intolerant populations. These pathways were associated with secondary metabolite production, primary carbohydrate metabolic pathways, shikimate derivative dependent pathways, ribosomal subunit composition, hormone signaling, wound response, cell wall formation, and anti-oxidant defense. Sequence polymorphisms were detected among several differentially expressed homologous transcripts between the tolerant and intolerant populations. These differentially responsive genes and pathways constitute potential response mechanisms for grazing tolerance in alfalfa. They also provide potential targets for molecular breeding efforts to develop grazing-tolerant cultivars of alfalfa.

Plant tolerance to herbivory is a genetically controlled trait^1^, which has not been fully studied at the molecular level in alfalfa (*Medicago sativa* L). Although traditionally grown as a high nutritive value hay crop, this perennial forage legume can also be grown in monoculture or interseeded into temperate grassland pastures for direct grazing by livestock^2^. When interseeded into grass pastures, alfalfa can increase overall pasture biomass yield, overall forage crude protein content, palatability, digestibility, and consequently, animal performance^3^,^4^. However, a major challenge to utilizing alfalfa as a pasture legume is that frequent defoliation under continuous grazing ultimately reduces plant vigor and survival^4^,^5^,^6^,^7^,^8^.

Grazing resistance involves multiple mechanisms that impact the survival and growth of plants following grazing. Such mechanisms include avoidance strategies that reduce the probability and severity of defoliation, and tolerance mechanisms that promote growth following grazing^9^. Many morphological and physiological traits of alfalfa are associated with grazing resistance including deep-set crowns^10^, rhizome production^11^, subsurface shoot budding of crowns^12^, broad crowns^13^, prolific and nonsynchronous shoot budding^8^,^14^, extended periods of shoot bud initiation^15^, maintenance of leaf area^16^, maintenance of root carbohydrates^16^,^17^,^18^, disease resistance^7^,^19^ and pest resistance^20^. Efforts to develop grazing resistant alfalfa cultivars have been successful over the past 60 years with selection for rhizome production (i.e. the creeping root trait) and plant persistence under grazing representing the most common breeding strategies utilized^6^,^9^,^18^,^21^,^22^,^23^,^24^,^25^,^26^.

Underlying molecular mechanisms responsible for the phenotypic variation in alfalfa grazing tolerance (i.e. processes that promote plant growth following defoliation) are not well understood. However, it is known that many biotic and abiotic stresses, including herbivory, result in significant changes in the expression of genes involved in primary metabolism^27^. The production of reactive oxygen species in response to herbivory also triggers antioxidant defense and hormone signaling responses in many plant species^28^,^29^. Currently, a handful of high-throughput sequencing experiments have been performed to characterize the alfalfa transcriptome for a variety of processes. These include transcriptome analysis of glandular trichomes^30^, single-feature polymorphism discovery^31^, single nucleotide polymorphism (SNP) discovery^32^,^33^, and differential gene expression analysis associated with divergent cell wall composition^34^. No studies, however, have investigated the molecular profile of alfalfa in response to grazing stress. To address this gap, we developed two *Medicago sativa* ssp. *falcata* populations that differed in their grazing tolerance (i.e., the ability to generate forage biomass following continuous sheep grazing). We chose this alfalfa subspecies because it possesses traits crucial for survival under grazing, while such traits are less frequently observed in *M. sativa* ssp. *Sativa*^6^. To determine genes and pathways which may control tolerance to intensive grazing in alfalfa, RNA samples from grazed and ungrazed tolerant plants and grazed intolerant plants were evaluated in the current study using RNA sequencing and *de novo* transcriptome assembly. On the assembled transcriptome data, we performed differential gene expression analyses in the two contexts of gene ontology and functional pathway enrichment to overcome the low statistical power inherent in typical transcriptome experimental designs that possess a large number of transcripts but a small biological sample size. This comprehensive set of data has allowed us to identify differentially responsive processes and pathways associated with ribosomal subunit protein composition, cell wall formation, oxidative stress response, primary and secondary metabolism, translation, hormone signaling, defense signaling and response, and energy production. We also identified SNPs within five genes that were upregulated on these pathways. Therefore, these pathways and genes may play a key role in the alfalfa grazing tolerance response and provide targets for future molecular breeding efforts to improve grazing tolerance of alfalfa cultivars.

## Results

### Selection of grazing tolerant and intolerant alfalfa plants

Continuous sheep grazing of the *Medicago sativa* ssp. *falcata*, cultivar, ‘Hulunbeier’ over a three year period (2008–2010) near Bayantuohai, Inner Mongolia, China was utilized to identify 10 plants that recovered rapidly, and 10 plants that recovered poorly, after grazing pressure was removed. These two groups of plants were designated as MF200401 and MF200402, respectively. The grazing tolerant and intolerant phenotypes of MF200401 and MF200402 were visually confirmed when vegetative propagules of the 10 plants from each group were transplanted into a replicated spaced-plant nursery in fall 2010, and resubjected to continuous grazing throughout the 2011 and 2012 growing seasons. Phenotypic characterization of these plants in July 2012, prior to initiation of sheep grazing, indicated that the tolerant MF200401 plants possessed significantly greater shoot canopy area and basal plant diameter, taller shoots and a greater number of stems than the intolerant MF200402 plants (Table 1).

### *De novo* assembled transcriptomes of grazed and ungrazed alfalfa

Three whole-plant RNA bulks derived from the grazed and non-grazed MF200401 plants, and the grazed MF200402 plants, were utilized for transcriptome sequencing analysis to identify genes that were grazing responsive and differentially expressed between the tolerant and intolerant populations. 

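Each of the 3 RNA bulks, from tolerant ungrazed, tolerant grazed and intolerant grazed plants, was sequenced as 1 library, and there were no replicates. By the paper's methods, the ungrazed plants stood in a separate fenced block and were clipped to about the height of grazed plants when grazing ended. The words after grazing below compare the tolerant grazed library with this clipped block, not later with earlier samples. Grazing and block cannot be told apart in that comparison. For each assembled transcript the authors deposited the number of fragments (pairs of reads) uniquely aligned to it in each library, without normalization, the FPKM value made from that number, and the best database matches. The aligned fragments, in units of M (mega), came to 22.8 M in the tolerant ungrazed library, 22.7 M in the tolerant grazed library and 22.3 M in the intolerant grazed library. The paper's reported totals of clean reads, counted as single reads, are 49174768, 48225878 and 48024330 in the same order. The FPKM values use the totals of aligned fragments: FPKM recomputed from the fragments, the transcript lengths and these totals differed from the deposited values by at most 5e-05. In each of the 2 comparisons, tolerant grazed against tolerant ungrazed and intolerant grazed against tolerant grazed, the log2 ratio of FPKM was taken with 0.01 in place of an FPKM of 0, as in the paper's methods, and a transcript passed the fold threshold at an absolute log2 ratio of at least 1. Because each comparison sets 1 library against 1 library, no test across replicates was possible, and the Poisson test of the paper's methods, run on the fragments with the totals of aligned fragments in place of clean reads and with Benjamini-Hochberg adjustment, compares the libraries and not the conditions. Counts of 3 or fewer fragments were treated as a floor. At a transcript length of 1 kb this floor equals an FPKM of 0.131 in the tolerant ungrazed library, 0.132 in the tolerant grazed library and 0.135 in the intolerant grazed library, and 13.4%, 23.2% and 25.2% of all transcripts lay at or under it. A fold against a library at or under the floor was computed against the floor and is a lower bound. Intervals of log2 ratios are exact 95% Clopper-Pearson intervals on the fragments and, like the floor, cover counting error only. Contigs of 1 assembly cluster share sequence, so the counting of unique alignments could have split or lost their fragments, and the ratios of single contigs are uncertain to that extent. Rescaling by the median ratio of 48423 transcripts with an FPKM of at least 1 in every library would lower every log2 ratio by 0.09 in the comparison of the tolerant libraries and by 0.23 in the comparison of the grazed libraries.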

Each whole-plant RNA bulk consisted of a balanced composite of RNA from leaf, stem, and root tissues from all 10 individuals of MF200401 or MF200402. RNA sequencing generated about 50 million raw reads from each of the three transcriptomes. The raw reads were assembled into 78,937 unique transcripts, about 90% of which were annotated by homology to known plant gene sequences. 

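The deposited table lists 95646 assembled transcripts, of which 35571 are contigs in 13368 clusters and 60075 are single transcripts. Their median length was 404 bases, with a range from 200 to 13469 bases. An annotation from at least 1 database was given for 78937 transcripts (82.5%), and a best match in the nonredundant protein database for 64855 (67.8%). That match came from a legume for 55188 transcripts (57.7%), from another land plant for 6052 (6.33%) and from an alga, oomycete or other protist for 3537 (3.70%), and 30869 transcripts (32.3%) had no match or no organism named in it. Transcripts with legume matches took 82.3% of the fragments in the tolerant ungrazed library, 82.8% in the tolerant grazed library and 91.2% in the intolerant grazed library. A single contig without a legume match, CL4238.Contig2_All, took 7.59%, 9.78% and 1.43% in the same order. Its fall between the grazed libraries could account for much of the rise in the legume share there. Transcripts with protist matches took 1.97% (Wilson 95% interval 1.96 to 1.98%) in the tolerant ungrazed library, 0.145% (0.143 to 0.146%) in the tolerant grazed library and 0.0434% (0.0425 to 0.0442%) in the intolerant grazed library. For 52994 transcripts the best protein match and the best nucleotide match were both from legumes, and these are called legume-matched transcripts here.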

The assembled and annotated transcriptomes associated with the three alfalfa grazing treatments are summarized in Supplementary Table S1.

Gene repression and activation were observed in the tolerant MF200401 plants in response to grazing, where 39,738 transcripts (43%) exhibited differential expression (Supplementary Figure S1). In addition, 47,084 transcripts (54%) were differentially expressed between the grazed intolerant and tolerant populations. 

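Of the 93053 transcripts with fragments in either tolerant library, 38410 (41.3%) passed the fold threshold, 15718 of them higher and 22692 (59.1%) lower in the tolerant grazed library. Of those past the threshold, 14026 (36.5%) had no fragment in 1 of the libraries, 21968 (57.2%) had fewer than 20 fragments in both, and 2595 were at or under the floor in both, where no fold can be given. The alternative that moved the count most was the restriction to legume-matched transcripts, which was chosen after the data were seen and left 8233 higher and 4591 lower transcripts. A Poisson test at an adjusted p of at most 0.001 together with the fold threshold called 15150 transcripts, 5219 higher and 9931 lower. Higher transcripts made up 50.2% of those past the threshold when a mean FPKM of at least 1 was required. By the organism of the best protein match, 9.41% of the transcripts with legume matches were lower and 15.6% higher, against 53.8% lower and 10.6% higher for other land plants, 78.5% lower and 6.64% higher for protists, and 37.2% lower and 20.1% higher where no organism was named. Among annotated transcripts with a mean FPKM of at least 10, the 3 lowest ratios belonged to Unigene52823_All, Unigene46911_All and Unigene52960_All, which were at least 638-fold, 842-fold and 1598-fold lower in the tolerant grazed library. Their best protein matches were from Ectocarpus siliculosus, Populus trichocarpa and Micromonas pusilla, and none had a nucleotide match. The 3 highest belonged to CL1364.Contig1_All, a resistance-like protein, and to CL6607.Contig2_All and Unigene29760_All, hypothetical proteins, at least 464-fold, 47.0-fold and 500.2-fold higher, all with legume matches.

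**Figure D1:**
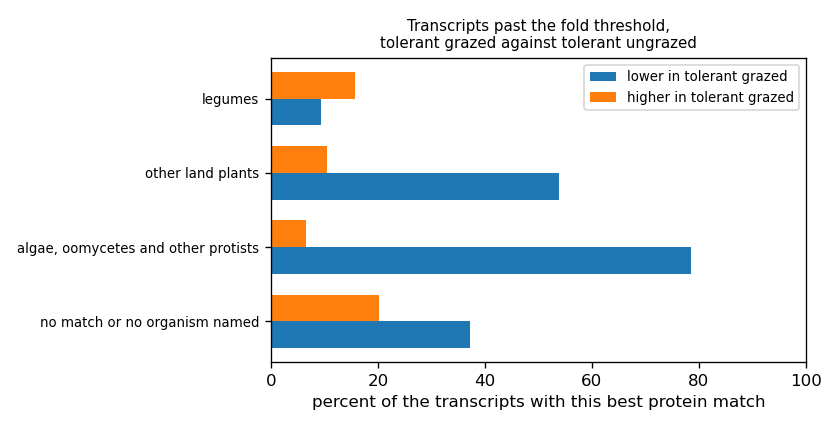
Percent of transcripts past the fold threshold in the tolerant grazed library against the tolerant ungrazed library, by the organism of the best protein match. Blue bars are transcripts lower and orange bars transcripts higher in the tolerant grazed library, and the bar for lower transcripts is longer in each group except legumes.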

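Between the grazed libraries, 42519 of the 86525 transcripts with fragments in either (49.1%) passed the fold threshold, 22100 higher and 20419 lower in the intolerant grazed library. Here 12479 (29.3%) had no fragment in 1 library, 20452 (48.1%) had fewer than 20 fragments in both, and 4147 were at or under the floor in both. Higher transcripts made up 52.0%, and this share depended on the setting. It was 43.8% after rescaling by the median ratio, 48.0% with TPM in place of FPKM, 43.2% at an absolute log2 ratio of at least 2, and 47.1% when the contigs of the cluster CL4238 were left out of the totals. It was 60.5% with the Poisson test at an adjusted p of at most 0.05, 57.2% with that test at 0.001 together with the fold threshold, and 55.7% with 1 added to every FPKM. It was 51.1% with 0.1 added, 54.0% with a mean FPKM of at least 1 and 60.8% with best protein matches in 11 listed plant genera. Among legume-matched transcripts, 11806 were higher and 7096 lower (62.5% higher). The totals without CL4238 and the restriction to legume-matched transcripts were chosen after the data were seen. The threshold was passed in both comparisons by 19979 transcripts. Of these, 5687 were lower in both, 5105 were lower after grazing and higher in the intolerant plants, 4895 were higher after grazing and lower in the intolerant plants, and 4292 were higher in both. The 3 lowest ratios among annotated transcripts with a mean FPKM of at least 10 belonged to Unigene44340_All, a ubiquitin-fold modifier-conjugating enzyme, at least 436-fold lower in the intolerant grazed library, and to CL1364.Contig1_All and Unigene29760_All, at least 453-fold and 489-fold lower. The 3 highest belonged to CL1544.Contig1_All, a transducin beta-like protein, at least 249.6-fold higher, CL7827.Contig1_All, a hypothetical protein, at least 300.4-fold higher, and Unigene41243_All, without a named function, at least 56.6-fold higher. All 6 had legume matches.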

We subsequently focused our attention on genes that were grazing responsive in the tolerant MF200401 population, and also differentially expressed between the tolerant and intolerant populations which were both grazed.

### Ribosomal, cell wall, and oxygen-responsive activities are differentially impacted by grazing of tolerant and intolerant plants

Gene Ontology (GO) term enrichment analysis was used to initially characterize the alfalfa transcriptome in a global landscape of biological activities which were responsive to herbivory, and differentially expressed between the tolerant and intolerant populations. This process initially involved selecting enriched GO terms with a significant response (P ≤ 0.05) between the grazed and non-grazed tolerant plants. We subsequently removed those terms that were not differentially enriched (differential p-value > 0.05) between the tolerant and intolerant populations, both grazed. 

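Lists of transcripts were made for the 27 GO terms of Table 2 by the names used in the deposited annotation, which holds 21 of them, 20 with at least 10 transcripts. As a description of these libraries, each list's share of transcripts past the fold threshold was set against 10000 random lists of the same size, matched on mean FPKM and drawn from 48285 transcripts with a GO term. In the comparison of the tolerant libraries 15 of the 20 lists reached the 95th percentile of the random lists, and in the comparison of the grazed libraries 14 did. Summed over both comparisons this made 29, and the restriction to legume-matched transcripts moved the sum most, to 12, with 7 lists after grazing and 5 of the same lists between the grazed libraries. That restriction was chosen after the data were seen. The 1224 transcripts of the term cell wall were lower for 22.1% and higher for 14.7% in the tolerant grazed library against the ungrazed one, and lower for 29.7% and higher for 12.4% in the intolerant grazed library against the tolerant grazed one. Of the 772 that were legume-matched, 5.57% were lower and 16.3% higher after grazing, and 6.74% were lower and 17.0% higher in the intolerant grazed library. The 1634 transcripts of the term extracellular region were lower for 7.77% and higher for 22.2% after grazing, and lower for 11.9% and higher for 20.2% in the intolerant grazed library.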

The remaining terms are summarized in Table 2 and contained 16 cellular component GO terms primarily related to the ribosome (11 terms) and cell wall (e.g “external encapsulating structure”, “extracellular region”, and “cell wall” terms), seven GO terms associated with diverse molecular function activities including ribosome structural constituents, pyruvate decarboxylase activity, oxidoreducatse activity, and oxygen binding, and four biological process GO terms affiliated with translation and oxygen response.

The GO terms associated with the ribosome and translation indicated that a number of translation-related activities were impacted by grazing of the tolerant MF200401 population. 

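The 1210 transcripts of the term structural constituent of ribosome were lower for 24.9% and higher for 9.92% in the tolerant grazed library against the ungrazed one. In the intolerant grazed library against the tolerant grazed one they were lower for 45.5% and higher for 6.12%. The 1227 transcripts of the term translation were lower for 25.8% and 45.0%. Each of these shares of lower transcripts was above those of all matched random lists. Of the structural constituent transcripts, 536 were legume-matched, and of these 2.80% were lower after grazing, where matched random lists of legume-matched transcripts had 6.50%, and 4.48% were lower in the intolerant grazed library, where random lists had 9.22%. Of the remaining 674, 42.4% were lower after grazing, where matched random lists of transcripts that were not legume-matched had 44.8%, and 78.0% were lower in the intolerant grazed library, where random lists had 47.2%.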

While we were unable to identify other published reports which have evaluated the impact of severe livestock grazing on ribosomal and translation-related processes, continuous defoliation is expected to influence primary metabolic pathways (e.g. carbohydrate and amino acid biosynthesis/metabolism) which would subsequently affect translational activities.

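Of the 15 transcripts with the GO term pyruvate decarboxylase activity, 60.0% were lower and 6.67% higher in the tolerant grazed library against the tolerant ungrazed one. In the intolerant grazed library against the tolerant grazed one, 73.3% were higher. The 122 transcripts of the term response to hypoxia were lower for 31.1% and higher for 7.38% after grazing, and lower for 15.6% and higher for 36.9% in the intolerant grazed library. The 116 transcripts of oxygen binding went both ways, with 18.1% lower and 19.8% higher after grazing and 17.2% lower and 29.3% higher in the intolerant grazed library. Among legume-matched transcripts, 57.1% of 14 for pyruvate decarboxylase activity and 25.9% of 108 for response to hypoxia were lower after grazing, and 78.6% and 41.7% were higher in the intolerant grazed library. These 4 shares were above those of all matched random lists.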

Regarding the GO terms associated with “pyruvate decarboxylase activity”, “oxygen binding”, “response to hypoxia”, “response to decreased oxygen levels”, and “response to oxygen levels”, such oxygen-influenced activities are consistent with molecular responses to a variety of abiotic and biotic stresses in plants, including insect herbivory^27^,^28^,^35^. These processes, in conjunction with others that impacted the cell wall, would have clearly been operational in the current study as continuous tissue and cell disruption was inflicted upon the plants by sheep grazing, trampling, and crushing of shoot tissues^36^. The presence of root RNAs in the transcriptomes from the grazed and nongrazed plots, and the impact of herbivore trampling on soil physical properties, also likely contributed to the detection of the oxygen-related GO terms. Although soil property differences in the grazed and nongrazed plots were not measured in our study, herbivore trampling at high stocking rates on medium textured soils (i.e. the silt loam soil on which the alfalfa plots were grown) has been documented to result in soil surface compaction (i.e. increased soil bulk density, increased soil mechanical impedance, and decreased soil porosity), which impedes soil oxygen diffusion rates^37^,^38^,^39^.

Given that the tolerant and intolerant populations exhibited differential grazing responses for three oxygen-related GO terms, we conducted two additional analyses to identify transcripts that contributed to these outcomes. 

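The 3 transcripts of Fig. 1 are contigs of 1 cluster. CL5196.Contig3_All, whose best protein match is a cytochrome P450 of Glycyrrhiza echinata, had an FPKM of 68.7 in the tolerant ungrazed library, 9.13 in the tolerant grazed library and 2.05 in the intolerant grazed library, from 652, 86 and 19 fragments. Its log2 ratio was −2.91 (95% interval −3.25 to −2.59) after grazing and −2.16 (−2.96 to −1.43) between the grazed libraries. CL5196.Contig2_All, an isoflavone 2′-hydroxylase, had an FPKM of 21.7, 13.6 and 6.14 in the same order, with log2 ratios of −0.68 (−0.93 to −0.42) and −1.15 (−1.52 to −0.79). CL5196.Contig1_All, also an isoflavone 2′-hydroxylase, had an FPKM of 92.1, 67.1 and 22.1, with log2 ratios of −0.46 (−0.53 to −0.39) and −1.60 (−1.71 to −1.49). All 6 intervals lay below 0, and only the first contig passed the fold threshold after grazing. Rescaling by the median ratio moved the median of the 3 log2 ratios between the grazed libraries most, to −1.83.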

In the first “suppression” analysis we identified three candidate genes (Fig. 1) associated with these oxygen-related terms, that were suppressed in response to grazing of the tolerant plants, and which also possessed fewer transcripts in the intolerant grazed plants than the tolerant grazed plants. These three genes belonged to the cytochrome P450 monooxygenase (CYP) class of enzymes, including the *Cicer arietinum* CYP (Fig. 1a) and two *Medicago* isoflavone 2′-hydroxylases (Fig. 1b,c). BLASTx analysis of the *C. arietinum* CYP transcript against nonredundant protein databases indicated that its best match was with isoflavone 2′-hydroxylase of *M. truncatula* (87% identity, E-value 4e-59). We also detected a SNP in the 3′ UTR for the isoflavone 2′-hydroxylase CL5196.Contig1_All transcript between the tolerant and intolerant populations (Table 3). While the tissue source of these three genes is unknown in our study, Liu *et al*.^40^ reported that isoflavone 2′-hydroxylase (MtCYP81E) is predominately expressed in *Medicago* roots. If each of these three oxidoreductases were derived from root tissues, impaired root metabolic processes in oxygen-limited soil environments, from which the grazed MF200401 and MF200402 roots were isolated, could potentially account for reduced expression of these genes relative to the nongrazed MF200401 control. Given the key role of isoflavonoids in promoting root nodule formation for biological nitrogen fixation^41^ and synthesis of phytoalexins for pathogen defense response^42^, greater levels of expression observed for these candidate genes in the tolerant MF200401 population could contribute towards alfalfa productivity under grazed conditions.

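The 3 transcripts of Fig. 2 rested on few fragments. CL10368.Contig3_All, a stearoyl acyl-carrier protein desaturase, had 2 fragments in the tolerant ungrazed library, 25 in the tolerant grazed library and 7 in the intolerant grazed library, so it was at least 8.40-fold higher after grazing. Its log2 ratio between the grazed libraries was −1.81 (95% interval −3.27 to −0.56). Unigene31006_All, a glycosyl transferase-like protein, had 0, 64 and 7 fragments, at least 21.5-fold higher after grazing, and a log2 ratio between the grazed libraries of −3.17 (−4.54 to −2.04). Unigene31196_All, labelled in Fig. 2c by a Medicago truncatula clone, has a pyruvate decarboxylase isozyme as its best protein match. It had 1, 81 and 7 fragments, at least 27.2-fold higher after grazing, and a log2 ratio between the grazed libraries of −3.51 (−4.87 to −2.40).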

In the second “upregulation” analysis, we identified three candidate genes associated with the oxygen-related GO terms that were upregulated (Fig. 2) in response to grazing of the tolerant plants, and which were also more strongly expressed in the tolerant grazed plants than the intolerant grazed plants. Two of these genes possessed functional annotations including a stearoyl acyl-carrier protein desaturase (Fig. 2a) and a glycosyltransferase-like protein (Fig. 2b). Branco-Price *et al*.^43^ and Mustroph *et al*.^44^ reported that expression of a stearoyl acyl-carrier protein desaturase increased significantly in response to oxygen deprivation in shoots and roots of *Arabidposis*. Members of this gene family regulate fatty acid metabolism^45^, and catalyze the first step in the conversion of stearic acid to linolenic acid, a precursor for the fatty acid-derived signaling molecule, jasmoic acid^46^. This compound subsequently plays a key role in modulating crosstalk between different defense signaling pathways including activation of wounding response against insect herbivory in *Arabidopsis*^47^,^48^. Stearoyl acyl-carrier protein desaturases have also been associated with the cell wall matrix^49^ and shoot apical meristem organization^50^. While the specific role of the glycosyltransferase-like protein is unknown, many members of this large protein family in *Arabidopsis* and cotton (*Gossypium hirsutum*) are responsive to one or more abiotic and biotic stresses (including oxidative stress, hypoxia and wounding), where they appear to modulate plant defense response including jasmonic acid and salicylic acid signaling crosstalk^51^,^52^,^53^. Members of this family also play key roles in cell wall biosynthesis^54^,^55^, and generation of secondary metabolites, including terpenoid-based compounds, that influence plant architecture and defense^56^,^57^,^58^.

### Molecular pathways differentially responsive to grazing between tolerant and intolerant plants

To examine potential responses of metabolic, cellular, and other molecular processes to grazing stress, we performed enrichment analysis of 127 KEGG pathways that are related to *Medicago*^59^. We first inspected each pathway for enrichment of homologous transcripts of pathway genes between the grazed and non-grazed MF200401 tolerant plants and marked each pathway with a responsive p-value for statistical significance and a responsive q-value for false discovery rate. We then examined each pathway for differential enrichment of homologous transcripts between the tolerant and intolerant plants subjected to grazing and determined the differential p-value and q-value associated with each pathway. 

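The deposited annotation gives KEGG orthology numbers and definitions but no pathway membership, so 3 lists were made from the definitions and drawn against random lists from the 34101 transcripts with an orthology number. Of 1395 ribosomal protein transcripts, 39.9% passed the fold threshold after grazing, against 30.7% in matched random lists, and 59.6% between the grazed libraries, against 35.8%. Both shares were above those of all random lists. Of 517 RNA polymerase transcripts, 33.7% passed after grazing (percentile 11.4) and 41.2% between the grazed libraries (percentile 61.3). The hypergeometric test, which counts transcripts and does not match on FPKM, gave this list p of 0.164 after grazing. Between the grazed libraries the same test gave p of 0.0055, so there the result depended on the test. Of 552 transcripts of the 25 glycolysis and gluconeogenesis enzymes drawn in Fig. 3, 55.6% passed after grazing and 50.0% between the grazed libraries, both above all random lists. With FPKM summed per orthology number, 1.61% of 124 ribosomal protein numbers passed after grazing (percentile 1.59) and 4.03% between the grazed libraries (percentile 22.9). Of 32 glycolysis numbers, 34.4% passed after grazing, above all random lists, and 21.9% passed between the grazed libraries, above 99.96% of them. Among legume-matched transcripts, the ribosomal protein list lay at percentiles of 0.015 and 0.0.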

Based on a p-value threshold of 0.05, we identified 21 pathways that were both responsive to grazing and exhibited differential gene regulation between the grazed tolerant and intolerant populations (Table 4). One of these pathways (glycolysis/gluconeogenesis) is highlighted in Fig. 3 to illustrate the general process used for pathway enrichment analysis. Analysis of the transcriptomes associated with the grazed and ungrazed MF200401 population initially identified 25 grazing responsive genes, the majority of which (17) were suppressed under intensive grazing (Fig. 3a). 

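All 25 enzymes had at least 1 transcript past the fold threshold in the tolerant grazed library against the tolerant ungrazed one. For 12 enzymes these transcripts were lower only, for 0 higher only, and for 13 they went in both directions. Of their 552 transcripts, 267 were lower and 40 higher, and 220 of the 267 lower transcripts (82.4%) were not legume-matched. With 1 added to every FPKM, 8 enzymes had transcripts in both directions. Among the 259 legume-matched transcripts, 47 were lower and 25 higher. Transcripts of 8 enzymes were then lower only, of 1 higher only, of 8 in both directions, and 8 enzymes had none past the threshold.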

Twenty-one of these genes were differentially expressed between the tolerant and intolerant populations, both grazed (Fig. 3b). These included three genes that were more abundantly transcribed in the grazed tolerant plants, five genes that were more abundantly expressed in the grazed intolerant plants, and 13 genes which possessed different homologous transcripts whose abundance varied between the tolerant and intolerant plants that were grazed. 

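Between the grazed libraries, all 25 enzymes had at least 1 transcript past the fold threshold. For 4 enzymes these were lower only in the intolerant grazed library, for 3 higher only, and for 18 in both directions, with 179 transcripts lower and 97 higher. The number of enzymes with higher transcripts only was 5 with 1 added to every FPKM and 5 with a mean FPKM of at least 1. Among legume-matched transcripts, 25 were lower and 73 higher, and 0 enzymes were then lower only, 11 higher only, 9 in both directions and 5 had none past the threshold.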

Among the latter group of genes, three enzymes (pyruvate decarboxylase, EC 4.1.1.1; alcohol dehydrogenase, EC 1.1.1.1; and alcohol dehydrogenase NADP +, EC 1.1.1.2) involved in anaerobic fermentation processes were consistent with the GO term enrichment analysis results associated with “pyruvate decarboxylase”, “hypoxia” and “decreased oxygen levels”.

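The 15 transcripts of pyruvate decarboxylase (EC 4.1.1.1) had a summed FPKM of 2347 in the tolerant ungrazed library, 243 in the tolerant grazed library and 1065 in the intolerant grazed library, with log2 ratios of −3.27 after grazing and 2.13 between the grazed libraries. For the 80 transcripts of alcohol dehydrogenase (EC 1.1.1.1) the sums were 3171, 814 and 2114, with log2 ratios of −1.96 and 1.38. Between the grazed libraries, 10 of the pyruvate decarboxylase transcripts were higher and 2 lower in the intolerant grazed library, and 24 of the alcohol dehydrogenase transcripts were higher and 18 lower. Legume-matched transcripts alone gave log2 ratios of −3.25 and 2.13 for the former and −1.99 and 1.46 for the latter. CL1106.Contig1_All, an alcohol dehydrogenase, had 55882, 13328 and 40206 fragments, with log2 ratios of −2.06 (95% interval −2.08 to −2.03) and 1.62 (1.59 to 1.64). CL6015.Contig8_All, a pyruvate decarboxylase, had 12178, 1517 and 4582 fragments, with log2 ratios of −2.99 (−3.07 to −2.92) and 1.62 (1.53 to 1.70). The 17 transcripts of alcohol dehydrogenase NADP+ (EC 1.1.1.2) had summed FPKM of 48.0, 13.5 and 0.797, with log2 ratios of −1.83 and −4.08, 13 lower and 0 higher between the grazed libraries, and none legume-matched.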

Concerning biochemical pathways that were identified, we noted that most could be assigned to three general categories: (1) primary carbohydrate metabolism including pentose and glucuronate interconversions, starch and sucrose metabolism, glycolysis and gluconeogenesis, and galactose metabolism; (2) secondary metabolic pathways dependent upon biosynthesis of terpenoids including zeatin biosynthesis, diterpenoid biosynthesis, sesquiterpenoid and triterpenoid biosynthesis, carotenoid biosynthesis, and limonene and pinene degradation; and (3) shikimate derivative dependent pathways including phenylpropanoid biosynthesis, stilbenoid, diarylheptanoid and gingerol biosynthesis, cyanoamino acid metabolism, isoflavonoid biosynthesis, flavonoid biosynthesis, phenylalanine metabolism, and flavone and flavonol biosynthesis.

### Identification of grazing tolerance candidate genes: Herbivory suppressed genes

To identify genes that may actively participate in the grazing tolerance response, we further examined the three alfalfa transcriptomes to detect genes associated with the 21 grazing responsive pathways (Table 4) that were more abundantly expressed in the grazed tolerant plants versus the grazed intolerant plants. Two general categories of transcripts were identified: those which were suppressed (this subsection) or upregulated (next subsection) by grazing. 

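Of the transcripts drawn in Supplementary Fig. S2, 52 had labels that could be read and matched to the deposited table. In sum they had 3265 fragments in the tolerant ungrazed library, 742 in the tolerant grazed library and 46 in the intolerant grazed library. In the intolerant grazed library no transcript had more than 4 fragments, 50 were at or under the floor and 29 had none. In the tolerant grazed library 18 were at or under the floor and 13 had none. All 52 were lower after grazing, and 39 were lower again in the intolerant grazed library. The 13 others had 0 fragments in both grazed libraries. A fold between the grazed libraries could be given for 34 of the 39. The rest of the 39 lay at or under the floor in both grazed libraries. Both steps passed the Poisson test at an adjusted p of at most 0.05 for 16 transcripts. The best protein match was from a legume for 8, from another land plant for 23 and from a protist for 21, and the best nucleotide match was from a legume for 3, from another organism for 32 and missing for 17. None of the 52 was legume-matched, which allows a share of up to 6.88% (Wilson 95% interval), against 56.1% of 60615 other transcripts in their range of lengths that were above the floor in the tolerant ungrazed library.

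**Figure D2:**
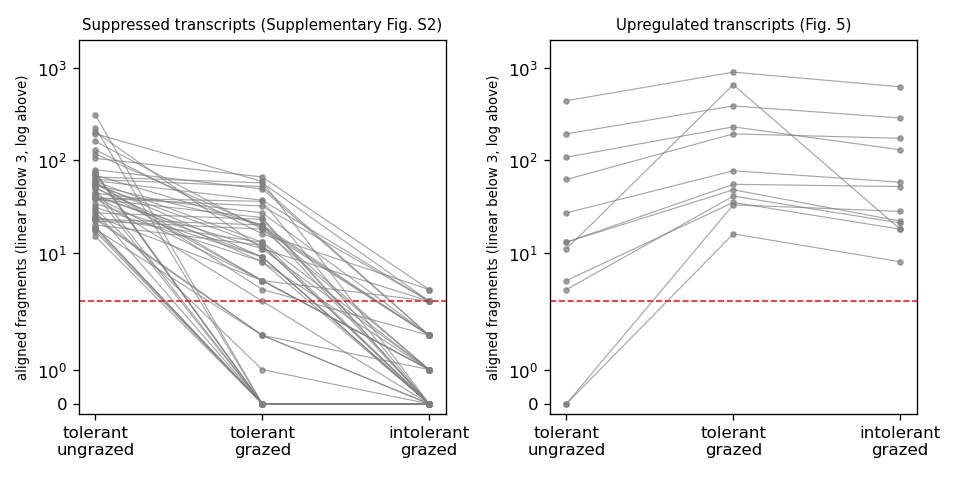
Aligned fragments of the 52 transcripts read from Supplementary Fig. S2 (left) and of the 12 transcripts of Fig. 5 (right) in the 3 libraries, 1 line per transcript, on an axis that is linear below 3 fragments and logarithmic above. The dashed line marks 3 fragments, and 50 of the 52 lines on the left end at or below it.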

Nine genes represented by 53 transcript isoforms, which were suppressed by grazing in the tolerant population, and which possessed even fewer transcripts in the grazed intolerant population, were discovered in this process (Fig. 4 and Supplementary Figure S2). Six of these genes were generally associated with secondary metabolism (pathway ko01110), however, each is also known to function in primary carbohydrate metabolic processes. For instance, UDP-glucose 6-dehydrogenase (Fig. 4a), pyruvate dehydrogenase E1 component (Fig. 4b), phosphoglucomutase (Fig. 4c), as well as, fructose-bisphosphate aldolase class II and UDP-sugar pyrophosphorylase (Supplemental Figures S2d and S2f, respectively) were clearly affiliated with four grazing responsive pathways including pentose and glucocuronate interconversions (pathway ko00040), starch and sucrose metabolism (pathway ko00500), glycolysis/gluconeogenesis (pathway ko00010), and galactose metabolism (pathway ko00052). 

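The 4 transcripts of UDP-glucose 6-dehydrogenase together had 145 fragments in the tolerant ungrazed library, 38 in the tolerant grazed library and 1 in the intolerant grazed library. The 4 of pyruvate dehydrogenase E1 component had 148, 58 and 1, and the 8 of phosphoglucomutase had 225, 15 and 1. For UDP-sugar pyrophosphorylase 5 transcripts had 358, 61 and 0 fragments, and for fructose-bisphosphate aldolase class II the 9 that could be read had 601, 66 and 7. Of the 5 pyrophosphorylase transcripts, named so by KEGG orthology, Unigene8357_All alone had 194, 59 and 0 fragments. Its best protein match is a plus agglutinin of Chlamydomonas incerta, so most of the decrease between the grazed libraries rests on a transcript of uncertain identity. The 2 transcripts of mannose-1-phosphate guanylyltransferase had 56, 13 and 1. No transcript of these 6 enzymes had a legume as its best protein match. All 9 aldolase transcripts matched proteins of protists, and the 4 pyruvate dehydrogenase transcripts matched proteins of Hordeum vulgare.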

Two enzymes associated with the above pathways, UDP-glucose 6-dehydrogenase and UDP-sugar pyrophosphorylase, have also been implicated in cell wall biosynthesis in *Arabiodpsis* and maize^55^,^60^,^61^,^62^,^63^. In addition, fructose-bisphosphate aldolase class II and mannose-1-phosphate guanylyltransferase (Supplemental Figure S2a) play key roles in fructose and mannose metabolism, although that pathway (ko00051) was not specifically identified in the pathway enrichment analysis. Three ribosomal subunit proteins, S23e (Fig S2g), L17e (Fig S2h), and S21e (Fig S2i) were also identified.

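The 8 transcripts of ribosomal protein S23e together had 763 fragments in the tolerant ungrazed library, 181 in the tolerant grazed library and 10 in the intolerant grazed library. Their best protein match was Medicago truncatula, and none had a legume as its best nucleotide match. The decrease of CL8467.Contig1_All after grazing, from 39 to 36 fragments, was not kept under every scaling, with a log2 ratio of −0.10 in FPKM and of 0.0044 in TPM. The 6 transcripts of L17e had 527, 188 and 14 fragments, and their best protein match was Zea mays. The 6 transcripts of S21e had 442, 122 and 11 fragments, and 0 of them had a legume as the best protein match.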

Collectively, these results indicated that two-thirds of the grazing suppressed genes could be associated primary carbohydrate metabolic pathways. Such results are reasonable given that frequent defoliation under continuous grazing removes source tissues, which subsequently reduces carbon assimilation, carbohydrate metabolism and storage. Consequently, reduced availability of energy resources could negatively impact other metabolic pathways, including ribosomal and translation-related processes as demonstrated by a reduction in transcript abundance for three ribosomal subunit proteins in the grazed plants. While grazing repressed the above genes in both populations, our analysis identified those genes which were impacted less severely in the tolerant MF200401 population. Such results indicate that grazing tolerance may be associated with a plant’s ability to maintain greater levels of functionality for primary carbohydrate metabolic processes and protein synthesis. These outcomes are consistent with Smith *et al*.^18^ who observed higher levels of total nonstructural root carbohydrates in grazing tolerant versus intolerant alfalfa cultivars subjected to continuous grazing by beef cattle. 

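With the 3 transcripts of Fig. 1 included, 42 of the 55 suppressed transcripts that could be read stood in the order tolerant ungrazed, tolerant grazed, intolerant grazed. The order held for 19 when both steps had to pass the Poisson test at an adjusted p of at most 0.05, for 23 when both steps had to be a fold of at least 2, and for 3 when only legume-matched transcripts were counted. The last pair of restrictions was chosen after the data were seen. The paper describes this decrease as less severe in the tolerant plants. From this it proposes that grazing tolerance may be associated with the ability to keep up primary carbohydrate metabolism and protein synthesis.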

Volenec *et al*.^64^ and Ourry *et al*.^65^ have also demonstrated that defoliation tolerance is strongly impacted by the deposition of amino acids and vegetative storage proteins in roots and stem bases of diverse forage species (including alfalfa), whereby they provide an important source of N reserves that can be rapidly remobilized to developing leaves and shoots during forage regrowth.

### Identification of grazing tolerance candidate genes: Herbivory upregulated genes

We also searched the 21 differentially responsive pathways to identify genes that were consistently upregulated by grazing of the tolerant MF200401 plants, but which were expressed at lower levels in the grazed intolerant MF200402 plants. 

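All 12 transcripts of hexosaminidase, mevalonate kinase, geranylgeranyl diphosphate synthase, chorismate mutase and CYP96A15 drawn in Fig. 5 had a higher FPKM in the tolerant grazed library than in both other libraries, and all 12 passed the fold threshold after grazing. Between the grazed libraries 2 of them passed it. Both steps passed the Poisson test at an adjusted p of at most 0.05 for 7 transcripts. The best nucleotide match was a legume for all 12, and the best protein match a legume for 11. The order was kept under the median ratio and TPM scalings, but the counts past the threshold depend on the scaling. Lowered by 0.09 with the median ratio, Unigene19167_All (1.01) and Unigene16098_All (1.04) would no longer pass after grazing. Lowered by 0.23, CL4571.Contig2_All (−0.80), CL1941.Contig1_All (−0.94), Unigene26546_All (−0.94) and Unigene30838_All (−0.98) would also pass between the grazed libraries.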

Five genes represented by 12 transcript isoforms were identified (Fig. 5) including hexoamindase (Fig. 5a), mevalonate kinase (Fig. 5b), geranylgeranyl diphosphate synthase (Fig. 5c), chorismate mutase (Fig. 5d), and cytochrome P450, family 96, subfamily A, polypeptide 15 (CYP96A15) (Fig. 5e). An independent RT-PCR quantification of all 12 transcripts (Fig. 6 and Supplementary Figure S3) from these five genes validated most of the transcriptome analysis results. We specifically focused on quantifying expression levels of these five upregulated genes for our validation analysis because sequence variants (i.e. SNPs), as described later in this report, were identified among the transcripts derived from each of these genes. The RT-PCR confirmed that six transcripts of four genes were expressed at significantly (P < 0.05) higher levels in the grazed MF200401 (tolerant) versus the grazed MF200402 (intolerant) population (Figs 5 and 6). In addition, RT-PCR results suggested that four of the remaining six transcripts were also more abundant in the tolerant versus the intolerant accession (Supplementary Figure S3). Although the specific contribution of these transcripts towards the alfalfa grazing response is currently unknown, they are known to play vital roles in growth, development, and abiotic and biotic stress response in a variety of organisms as summarized below.

Hexosaminidase (Fig. 5a and Supplementary Figure S3k,l), associated with pathway ko00511 (other glycan degradation), plays a role as a dynamic regulator of protein activity^66^. This protein participates in the nutrient responsive hexosaminidase signaling pathway through the removal of a O-GlcNAc monosaccharide from serine and threonine residues of many nuclear and cytosolic proteins^66^,^67^. Both the addition and removal of an O-GlcNAc moiety by O-GlcNAc transferase (OGT) and O-GlcNAcase (hexosaminidase), respectively, dramatically alters the function of target proteins in animals and plants. 

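Hexosaminidase transcript CL4571.Contig2_All had 108 fragments in the tolerant ungrazed library, 230 in the tolerant grazed library and 130 in the intolerant grazed library. Its log2 ratio was 1.10 (95% interval 0.77 to 1.45) after grazing and −0.80 (−1.12 to −0.48) between the grazed libraries. CL4571.Contig3_All had 62, 193 and 173 fragments, with log2 ratios of 1.65 (1.23 to 2.09) and −0.13 (−0.44 to 0.17). Its difference between the grazed libraries was not detectable at this depth (Poisson test of these libraries, Benjamini-Hochberg adjusted p of 0.461). This depends on the scaling, since lowering the log2 ratio by 0.23, as with the median ratio, would put the whole interval below 0.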

Among the many plant proteins affected by this process are those involved in the gibberellin signaling pathway^68^,^69^ which influences shoot growth and development, cytokinin catabolism and drought response^70^. The potential involvement of this gene in differentially regulating hormone activity in response to grazing^27^ is consistent with the activation of two other genes (mevalonate kinase and geranylgeranyl diphosphate synthase) that participate in the biosynthesis of giberillins and cytokinins, as described below.

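Mevalonate kinase transcript Unigene19167_All had 193, 387 and 287 fragments in the tolerant ungrazed, tolerant grazed and intolerant grazed libraries, with log2 ratios of 1.01 (95% interval 0.76 to 1.27) after grazing and −0.41 (−0.63 to −0.18) between the grazed libraries. Unigene11434_All had 27, 77 and 58 fragments, with log2 ratios of 1.52 (0.87 to 2.21) and −0.39 (−0.90 to 0.12). Its difference between the grazed libraries was within the counting error (Poisson test of these libraries, Benjamini-Hochberg adjusted p of 0.185). Here too the scaling matters, and lowering the log2 ratio by 0.23, as with the median ratio, would put the whole interval below 0.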

Mevalonate kinase (Figs 5b and 6a), which was associated with multiple pathways involved in the biosynthesis of secondary metabolites (e.g. pathway ko01110, Table 4), takes part in the synthesis of plant isoprenoids. These compounds provide terpenoid backbones for the synthesis of many products including: the cytokinin, zeatin (pathway ko00908); growth promoting gibberellins and brassinosteroids (pathway ko00909 and pathway ko00904); and carotenoid pigments, and carotenoid-derived hormones such as abscisic acid and strignolactones (pathway ko00906)^57^,^71^,^72^,^73^. The role of mevalonate kinase in plant growth and development is illustrated by work of Tang and Newton^74^ who reported that activity for this enzyme peaked during callus induction and the formation of shoots and roots in tissue culture regenerated white pine (*Pinus strobus*). In addition, overexpression of this kinase in tobacco induced cytokinin synthesis^75^,^76^ and promoted shoot and root cell division. This protein has also been implicated as playing a role in the conversion of maize etioplasts to chloroplasts^77^.

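Geranylgeranyl diphosphate synthase type II transcript Unigene4300_All had 13 fragments in the tolerant ungrazed library, 48 in the tolerant grazed library and 22 in the intolerant grazed library, with log2 ratios of 1.90 (95% interval 0.99 to 2.90) and −1.10 (−1.90 to −0.35). Unigene30838_All had 0, 16 and 8 fragments and was at least 5.37-fold higher after grazing. Its log2 ratio of −0.98 (−2.41 to 0.33) between the grazed libraries did not pass the Poisson test of these libraries (Benjamini-Hochberg adjusted p of 0.176). Both transcripts have the enzyme's name from KEGG orthology, while their best protein match is named a geranyl-diphosphate synthase of Medicago sativa.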

Geranylgeranyl diphosphate (GGPP) synthase type II (Figs 5c and 6b,c) is another key enzyme involved in the synthesis of terpenoid backbones and their derivatives. This synthase has been reported to be up-regulated in response to insect-herbivory^78^. GGPP synthase also induces biosynthesis of ubiquinone (coenzyme Q) for cellular respiratory processes associated with oxidative phosphorylation, where energy production occurs downstream of glycolysis and consumes pyruvate in the mitochondria to create ATP^79^. The grazing induced expression of transcripts for GGPP synthase, and mevalonate kinase, are consistent with the enrichment of several GO terms (Table 2) affiliated with pyruvate decarboxylase activity, and oxygen-related responses which may also involve the generation of active oxygen species in response to herbivory^27^,^35^. These results are also consistent with other reports which have identified a variety of terpenoid-based compounds produced in response to insect herbivory^80^,^81^, and which influence plant architecture and defense^56^,^57^,^58^.

Chorismate mutase (Figs 5d and 6d) catalyzes the conversion of chorismate to prephenate^82^ in the shikimate pathway, and is widely recognized for its role in phenylalanine, tyrosine and tryptophan biosynthesis and metabolism (pathway ko00360, Table 4). 

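Chorismate mutase transcript CL10594.Contig2_All had 11 fragments in the tolerant ungrazed library, 656 in the tolerant grazed library and 18 in the intolerant grazed library, with log2 ratios of 5.91 (95% interval 5.06 to 6.92) and −5.16 (−5.93 to −4.49). Unigene16098_All had 441, 898 and 624 fragments, with log2 ratios of 1.04 (0.87 to 1.20) and −0.50 (−0.65 to −0.35).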

Products of this pathway are extensively utilized in phenylpropanoid metabolism (pathway ko00940) including the synthesis of stilbenoids, diarylheptanoids and gingerols (pathway ko00945), cutins and suberins (pathway ko00073), isoflavonoids (pathway ko00943), flavonoids (pathway ko00941) and their flavone and flavonol derivatives (pathway ko00944). This pathway is responsive to light and wounding^83^, including wounding associated with insect herbivory^81^. Activation of this gene, as well as, mevalonate kinase and GGPP synthase, could imply that grazing tolerant plants may be jointly utilizing products from the shikimate and terpenoid backbone pathways, to provide precursors for synthesizing ubiquione (an electron carrier for the mitchondrial electron transport chain, see GGPP synthase discussion above), and other terpenoid-quinones such as plastoquinones (involved in photosynthetic electron transport), tocopherols and phylloquinones^84^.

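The 4 transcripts annotated as CYP96A15 together had 164 fragments in the tolerant grazed library and 119 in the intolerant grazed library. That name comes from KEGG orthology. The best protein match of CL10897.Contig2_All, CL1941.Contig1_All and CL1941.Contig2_All is named cytochrome P450 86B1-like, of Glycine max. CL10897.Contig2_All had 0 fragments in the tolerant ungrazed library and 33 in the tolerant grazed library, at least 11.1-fold higher. The others had log2 ratios after grazing of 2.82 (95% interval 1.46 to 4.53) for CL1941.Contig1_All, 2.09 (1.20 to 3.09) for CL1941.Contig2_All and 3.37 (1.90 to 5.31) for Unigene26546_All, whose best protein match is from Populus trichocarpa. Between the grazed libraries the log2 ratio was −0.94 (−1.84 to −0.08) for CL1941.Contig1_All and −0.94 (−1.78 to −0.15) for Unigene26546_All. It was −0.21 (−0.99 to 0.56) for CL10897.Contig2_All and −0.06 (−0.63 to 0.52) for CL1941.Contig2_All, for which no difference was detectable at this depth (Poisson test of these libraries, Benjamini-Hochberg adjusted p of 0.637 and 0.871).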

The cytochrome P450, family 96, subfamily A, polypeptide 15 (CYP96A15, midchain alkane hydroxylase, Figs 5e and 6e,f) participates in stem cuticular wax biosynthesis in *Arabidopsis*^85^ (Table 4, pathway ko00073). Activation of genes in the wax biosynthesis pathway have been shown to contribute to *Arabidopsis* drought tolerance^86^ and may protect alfalfa plants during grazing by reducing tissue desiccation processes resulting from herbivory and trampling.

### Sequence polymorphisms within grazing tolerance candidate genes

Based on the grazing responsive candidate genes that were collectively identified in the GO term and pathway enrichment analyses, we subsequently searched for SNPs among their transcripts. These included eight grazing-upregulated genes in the tolerant plants (Figs 2 and 5) and 12 genes that were suppressed in response to grazing of the tolerant plants (Figs 1 and 4 and Supplementary Figure S2). Both groups of genes possessed a greater abundance of transcripts in the grazed tolerant population as compared to the grazed intolerant population. Unique homologous transcript polymorphisms between the tolerant and intolerant alfalfa populations were detected for five grazing-upregulated genes affiliated with the pathway enrichment analysis, and one grazing-suppressed gene affiliated with the GO term enrichment analysis. The specific polymorphisms and their location within each of the homologous transcript assemblies are presented in Tables 3 and 5. For the grazing-upregulated genes these polymorphisms included: one hexosaminidase SNP resulting in a synonymous amino acid substitution; two mevalonate kinase SNPs with one each in the 5′ and 3′ UTR; one GGPP synthase SNP resulting in a non-synonymous amino acid substitution; two chorismate mutase SNPs resulting in one synonymous and one non-synonymous amino acid substitution; and one CYP96A15 SNP resulting in a synonymous amino acid substitution. As previously discussed, we also detected a 3′UTR SNP between homologous transcripts of the isoflavone 2′-hydroxylase gene which was suppressed in response to grazing. These results suggest that expression of alternative alleles or gene family members in the tolerant and intolerant plants, and post-transcriptional regulation events associated with 5′ and 3′ UTR sequence alterations, and altered protein function resulting from nonsynonymous amino acid substitutions, may be contributing towards the grazing tolerance phenotype in alfalfa.

## Discussion

As described in our introductory comments, many morphological and physiological traits of alfalfa are associated with grazing tolerance. The transcriptome analysis results of this study provide initial insight into the molecular mechanisms that may drive these phenotypes. In this regard, we identified a number of genes involved in the glycolysis, gluconeogenesis, fructose, mannose, galactose, sucrose and starch, metabolic pathways, which decreased significantly in the tolerant alfalfa plants as a consequence of grazing. These results are consistent with the expectation that continuous removal and damage of photosynthetic tissues by intensive animal grazing and trampling reduces carbon assimilation capabilities. Limited availability of carbon skeletons would subsequently impact many other processes including those associated with the ribosome, protein synthesis, and secondary metabolism.

Genes contributing to cell wall, phenylpropanoid, and isoflavonoid synthesis were also identified as being negatively impacted by grazing in the tolerant population. Concerning the synthesis of isoflavonoids, reduced expression of three isoflavone 2′-hydroxylase genes, which are primarily expressed in *Medicago* roots, was associated with the GO biological process terms “response to hypoxia” and “response to reduced oxygen levels”. These outcomes suggest that reduced soil oxygen diffusion rates resulting from animal-traffic-induced soil surface compaction may significantly impact alfalfa root metabolic processes; particularly those involved in the synthesis of isoflavonoids which promote root nodule formation for biological nitrogen fixation and synthesis of phytoalexins for pathogen defense response.

Although the above genes were suppressed in the tolerant plants in response to grazing, our analysis indicated that these same genes were expressed at higher levels in the grazed tolerant MF200401 population as compared to the grazed intolerant MF200402 population. These observations suggest that a plant’s ability to maintain greater levels of functionality for some metabolic processes involved in translation, carbon assimilation and metabolism, pathogen defense response, and root-nodule formation may significantly contribute towards alfalfa grazing tolerance. Such outcomes agree with reports that defoliation tolerance in alfalfa is influenced by a plant’s ability to store root carbohydrates and N reserves (e.g. protein and amino acids) that can be rapidly remobilized to drive forage regrowth^18^,^64^,^65^.

Eight additional genes were identified as being upregulated in the tolerant plants in response to grazing. These genes were also expressed at higher levels in the tolerant versus intolerant populations which were both subjected to grazing. These differential responses influenced cellular structure, molecular function and biological processes, as detected in the GO term analysis (Table 1), which were driven through a series of altered pathway activities as reported in Table 4. We speculate that four of these eight enzymes (hexoaminidase, mevalonate kinase, geranylgeranyl diphosphate synthase, and chorismate mutase) may potentially interact with each other through a network involving hexosaminidase and giberillin signaling, terpenoid backbone biosynthesis, chorismate synthesis, and ubiquinone and terpenoid-quinone biosynthesis. These interactions could significantly alter plant developmental and respiratory processes in response to grazing. Enhancement of such capabilities, in conjunction with increased wax biosynthesis to reduce tissue desiccation caused by herbivory and trampling as implicated by grazing activation of CYP96A15, appear to control critical traits that contribute towards the grazing tolerant phenotype of alfalfa population MF200401. Activation of two additional genes (stearoyl acyl-carrier protein desaturase and a glycosyl transferase-like protein) also suggests that tolerant plants possess enhanced herbivory and oxidative defense signaling and response capabilities involving biosynthesis of jasmoic acid, cell walls, and secondary metabolites when subjected to severe grazing stress.

Single nucleotide polymorphisms were detected in the transcripts of one grazing suppressed gene and five grazing upregulated genes. Each of these genes was expressed more abundantly in the tolerant MF200401 population than the intolerant MF200402 population, both of which were grazed. Among the eight SNPs identified, three were located in 5′ or 3′ UTRs and two resulted in nonsynonymous amino acid substitutions. Each of these changes could influence either post-transcriptional regulation or protein function. These results suggest that expression of alternative alleles or gene family members for these particular loci may play critically important molecular roles in governing differential response mechanisms which confer grazing tolerance to *M. sativa* ssp. *falcata*.

Although some inconsistencies were observed between the outcomes of the transcriptome and quantitative RT-PCR analyses, such results likely reflect the following: (1) alfalfa is an allogamous autotetraploid, (2) grazing tolerance appears to be a quantitative trait, and (3) RNA was bulked over 10 individuals from each of the grazing tolerant and intolerant populations for the transcriptome analysis, while RNA from three separate individuals of each population was evaluated by RT-PCR. Consequently, each of the 10 plants comprising each population was genetically heterogeneous, and the transcriptome analysis results represent the average gene expression levels over all plants. However, gene expression levels between the genetically distinct individuals used in the RT-PCR analysis are expected to vary to a greater extent. Such variation can be attributed to multiple loci controlling the grazing tolerance phenotype, where any given tolerant plant may possess desirable alleles at many, but not necessarily all, of the target loci. Similarly, intolerant plants may possess undesirable alleles at many, by not necessarily all, of the target loci. Given that expression levels for >80% of the transcripts evaluated by RT-PCR were in agreement with the transcriptome analysis results, we conclude that the differentially expressed genes and pathways identified in our study provide unique insight into potential molecular mechanisms responsible for the grazing tolerance phenotype in alfalfa.

## Conclusions

By studying the alfalfa transcriptome in response to grazing, we identified differentially responsive processes and pathways associated with ribosomal subunit protein composition, cell wall formation, oxidative stress response, primary and secondary metabolism, translation, hormone signaling, and defense signaling and response. In these responsive pathways, 12 grazing suppressed genes and eight grazing upregulated genes were detected from the tolerant MF200401 plants. Each of these 20 genes were expressed at significantly higher levels in the grazed tolerant populations, MF200401, suggesting that they may contribute towards molecular mechanisms conferring grazing tolerance to *M. sativa* ssp. *falcata*. In addition, single nucleotide polymorphisms between the tolerant and intolerant populations were detected in the transcripts of six of these genes indicating that expression of alternative alleles, or gene family members, may also play key roles in the grazing response process. Therefore, these pathways and genes may provide targets for future molecular breeding efforts to improve grazing persistence of alfalfa cultivars.

## Methods

### Plant material

To initially identify grazing tolerant and intolerant alfalfa plants for this study, a 0.45 ha pasture of the *Medicago sativa* ssp. *falcata* cultivar ‘Hulunbeier’ was planted at a seeding rate of 17 kg ha^−1^ in May 2008 at the Ewenke Banner Forage Research Station, Bayantuohai, Inner Mongolia, China. The soil texture at this site was a well-drained silt loam, highly favorable for alfalfa growth. Continuous heavy grazing with sheep was subsequently imposed upon these plants throughout the growing seasons of 2008, 2009, and 2010, such that plant heights remained at ≤8 cm. The sheep were removed on 31 August 2010 and the overall vigor of the surviving plants was visually evaluated two weeks later, on September 14, 2010. Ten plants which possessed the highest vigor scores were identified as grazing tolerant and designated as population MF200401 (Supplementary Figure S4a). Ten plants which possessed the lowest vigor scores were identified as grazing intolerant and were designated as population MF200402 (Supplementary Figure S4b). The 20 plants representing the two populations were then dug from the field and the crown of each plant was divided into seven equal portions. These clonal propagules were then transplanted on 30 cm centers in a nearby field using a randomized complete block experimental design with seven blocks, where the ten propagules of both populations were randomly arranged within each block.

To validate the tolerant and intolerant phenotypes of populations MF200401 and MF200402, respectively, and to provide tissue samples suitable for identifying changes in gene expression associated with differential tolerance to grazing, the transplanted propagules were resubjected to continuous sheep grazing during 2011. Prior to initiating the 2011 grazing treatment, however, one block was randomly designated as an ungrazed control and surrounded by a fence to prevent grazing. Grazing intensity and duration for the remaining six blocks was conducted in a manner similar to that described for the 2008 – 2010 study. The sheep were removed on 31 August 2011 and the overall vigor of the surviving plants was visually evaluated on 14 September. In 2012, sheep grazing was delayed until July 4^th^ to allow measurements of shoot canopy area (cm^2^) as approximated by a circle using the measured diameter of the shadow cast by the shoot canopy on the ground at solar noon, shoot height (cm), basal plant diameter (cm) at the soil surface, and stem number on all plants within the six grazed blocks. After these phenotypic data were collected, sheep were allowed to graze the designated six blocks until 30 August 2012. The use of sheep in grazing experiments was approved and in accordance with guidelines by the animal care committee of College of Ecology and Environmental Science, Inner Mongolia Agricultural University.

### Tissue collection for RNA samples

One week after the sheep were removed from the field plots in 2012, all plants were dug from one randomly selected block of the grazing trial. Equal quantities (fresh weight) of leaf, stem, and root tissues from each plant were individually collected, flash-frozen in liquid nitrogen, and stored separately. Equal quantities of these tissues from the 10 plants of each population were then combined within their respective tissue type to form leaf, stem, and root tissue bulks representing the grazed MF200401 and MF200402 populations. At the same time that the sheep were removed from the grazed plots, the shoots of all plants in the ungrazed block were also cutback to similar height as the grazed plants. The same procedure described for the grazed plants was then used to collect and bulk the leaf, stem and root tissues from the MF200401 plants in the ungrazed block. However, tissues were not collected from the MF200402 population in the ungrazed block because our primary interest was to identify grazing responsive genes in the MF200401 tolerant plants, and genes which were also differentially responsive between the tolerant MF200401 and intolerant MF200402 populations subjected to grazing.

### RNA isolation, validation, and RNA-seq library preparation

RNA was isolated from each of the above tissue bulks, and equal quantities of leaf, stem, and root RNA were pooled within each population and grazing treatment. Therefore, a total of three RNA bulks representing the grazed and non-grazed MF200401 tolerant population and the grazed MF200402 intolerant population were available for transcriptome sequencing analysis.

Total RNA was extracted with TRIzol reagent (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s instruction and treated with RNase-free DNase I (Takara Biotechnology, Dalian, China). An Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) was then utilized to confirm RNA integrity based on a minimum RNA integrated threshold value of eight. Poly(A) mRNA was isolated with oligo-dT beads and then treated with fragmentation buffer. The cleaved RNA fragments were then transcribed into first-strand cDNA using reverse transcriptase and random hexamer primers. This was followed by second strand cDNA synthesis using DNA polymerase I and RNaseH. The double-stranded cDNA was further subjected to end-repair using T4 DNA polymerase, Klenow fragment, and T4 Polynucleotide kinase followed by a single nucleotide “A” base addition using Klenow exo2 polymerase. The cDNAs were then ligated with adapters using T4 DNA ligase. Adaptor ligated fragments were subjected to agarose gel electrophoresis and cDNA fragments within the desired size range (304 ~ 374 bps) were excised from the gel. PCR was performed to amplify these fragments. The quality of the cDNA fragments was validated using an Agilent 2100 Bioanalyzer and a StepOnePlus Real-Time PCR System (Life Technologies, Carlsbad, CA, USA), after which the cDNA library was sequenced using a flow cell HiSeq2000 sequencer (Illumina, San Diego, CA, USA).

### *De novo* transcriptome assembly and functional annotation

Transcriptome *de novo* assembly was carried out with the sequence assembly program ‘Trinity’^87^. Trinity combines three independent software modules – Inchworm, Chrysalis, and Butterfly – applied sequentially to process large volumes of RNA-seq reads. This program partitions the sequence data by constructing many individual de Bruijn graphs, each representing the transcriptional complexity at a given gene or locus. It then processes each graph independently to extract full-length splicing isoforms and to tease apart transcripts derived from paralogous genes. We obtained unique gene sequences from the unigenes using TGI Clustering tools (http://sourceforge.net/projects/tgicl/). In the last step, blastx (E-value < 0.00001) was employed to search for unigene homologs in protein databases including nr, Swiss-Prot, KEGG, and Clusters of Orthologous Group (COG) database. The best results were used to further determine the sequence orientation of unigenes. In case of conflicting results from different databases, a priority order (nr, Swiss-Prot, KEGG and COG) was followed to determine sequence orientation. When a unigene did not align to any of the above databases, ESTScan^88^ was used to predict its coding regions and to determine its sequence orientation. Functional annotation by gene ontology terms (GO; http://www.geneontology.org) was analyzed with the program Blast2go. The COG and KEGG annotations were performed using Blastall^89^.

### Differential unigene expression

All reads which uniquely aligned to a specific assembled transcript were counted using SOAP^90^. Then the FPKM value for each transcript was measured in fragments per kilobase of transcript sequence per million mapped reads. The transcript fold change between two samples was then calculated by the log_2_-ratio of the FPKM values. If the value of FPKM was zero, we used 0.01 instead to calculate the fold change. We applied differential expression analysis^91^ based on the Poisson distribution, as follows. Let *x* and *y* be the mapped clean read counts of the transcript in each sample respectively. Let *N*_*1*_ and *N*_*2*_ be the total numbers of clean reads in the two samples, respectively. Under the null hypothesis of a gene being not differential between two samples, the conditional probability *P* (*y|x*) is

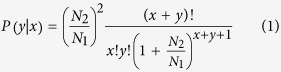

and the accumulative conditional probability Pr (*Y* ≤ *y|x*) is

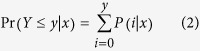

This result assumed a Poisson distribution of the count under the null hypothesis. Under the non-differential null hypothesis, the probability of a specific gene being expressed more differentially than the observed expression level is given by

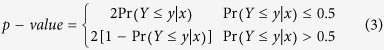

We then computed the q-values to reflect family wise false discovery rate (FDR) to compensate for the multiple testing associated with many simultaneous analyses. In this study, we used FDR ≤0.001 and the absolute value of log2 ratio ≥1 to determine statistically significant differential gene expression.

### Gene ontology functional enrichment analysis

In order to understand the functional ontology categories associated with differentially expressed genes (DEGs), we conducted Gene Ontology^92^ (GO) enrichment analysis, which recognizes the main biological functions that DEGs may exercise by an over-representation strategy. The analysis first counts the numbers of all genes and also DEGs for each GO term in the GO database. Then it performs a hyper-geometric test to find significantly enriched GO terms in DEGs compared to the overall transcriptome background. The statistical significance is calculated by

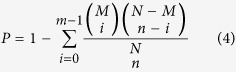

where *N* is the number of all genes with GO annotation, *n* is the number of DEGs in *N*, *M* is the number of all genes that are annotated to certain GO terms, *m* is the number of DEGs in *M*. The calculated p-values were subjected to Bonferroni multiple testing correction. Significance was declared at a threshold of 0.05.

### Pathway enrichment analysis

To explore the underlying molecular mechanisms and biochemical pathways involved in grazing tolerance, we performed pathway enrichment analysis. This process initially utilized the Blastall program to annotate the DEGs against the KEGG database. Subsequently, we adopted the same over-representation strategy used in the GO analysis (Eq. [4]) to carry out KEGG pathway enrichment analysis.

### Real-time RT-PCR analysis

Based on the unigene differential expression analysis results, a subset of 12 transcripts were identified with the following characteristics: each transcript increased in abundance in response to grazing of the tolerant alfalfa plants, and each was differentially expressed in the tolerant and intolerant populations that were subjected to grazing. To validate those results, real-time RT-PCR analysis was subsequently performed on an Opticon II system (MJ Research, Waltham, MA, USA), with SYBR® green reagents (Bio-Rad, Hercules, CA) in a 20 μl reaction volume that contained 250 nM transcript-specific primer pairs (Table 6). The RNA templates for this analysis were derived from three plants each of the tolerant and intolerant populations which had been subjected to grazing and then allowed to recover for one week (i.e. grazing pressure removed). Each plant was dug from the field and leaf, stem, and root tissues were collected as previously described, with the exception that tissues were not bulked over plants. For each plant, total RNA was isolated from each tissue type. Equal quantities of leaf, stem, and root RNA were then pooled within a given plant providing three biological replicates of each population. The total RNA from of each plant was subsequently reverse transcribed and the synthesized cDNA was used as template in RT-PCR with transcript-specific primer pairs. All reactions were replicated twice. Expression of each transcript was normalized using two reference genes, ubiquitin protein ligase 2a (UBL-2a) and actin depolymerizing factor (ADF); both of which have demonstrated stable expression in alfalfa across diverse environmental conditions and plant developmental stages^93^.

### Availability of supporting data

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^94^ and are accessible through GEO Series accession number GSE50430 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50430).

## Additional Information

**How to cite this article**: Wang, J. *et al*. Transcriptome responses in alfalfa associated with tolerance to intensive animal grazing. *Sci. Rep*. **6**, 19438; doi: 10.1038/srep19438 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
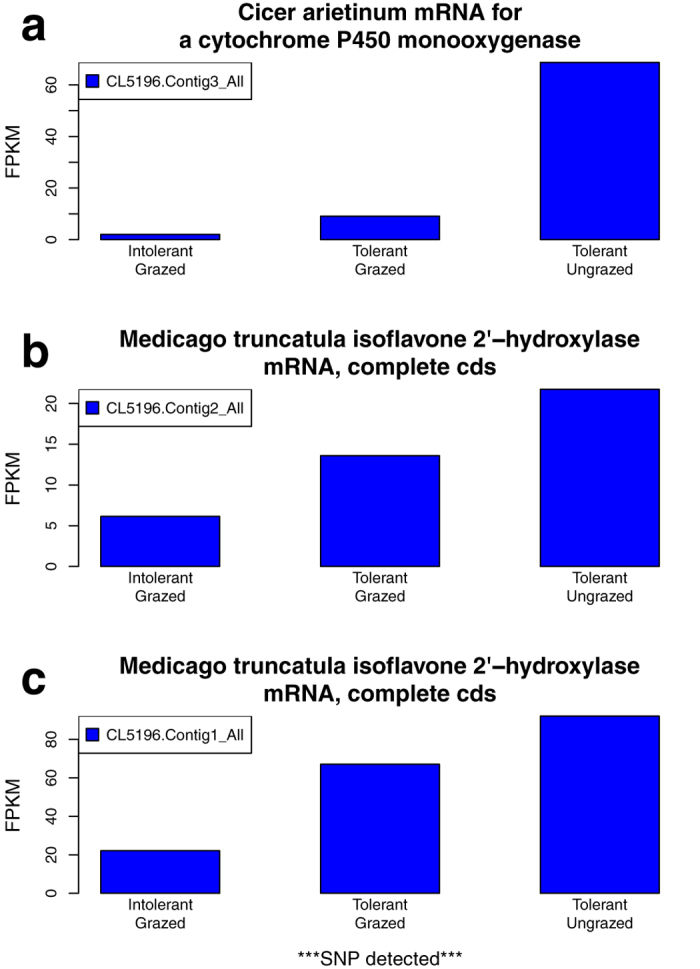
Grazing suppressed genes annotated with three oxygen-related GO terms, and differentially expressed between grazing tolerant and intolerant alfalfa plants. Analysis of the Gene Ontology terms “response to hypoxia,” “response to oxygen levels,” and “response to decreased oxygen levels” identified homologous transcripts of three genes that were suppressed in response to grazing of the tolerant plants. These genes were also expressed at an even lower level in the grazed intolerant plants. The vertical axis, fragments per kilobase of transcript per million mapped reads (FPKM), represents the normalized read abundance of homologous transcripts of a given gene. Homologous transcripts from the isoflavone 2′−hydroxylase (Contig1_All) gene, also possessed SNPs between the tolerant and intolerant plants.

**Figure 2:**
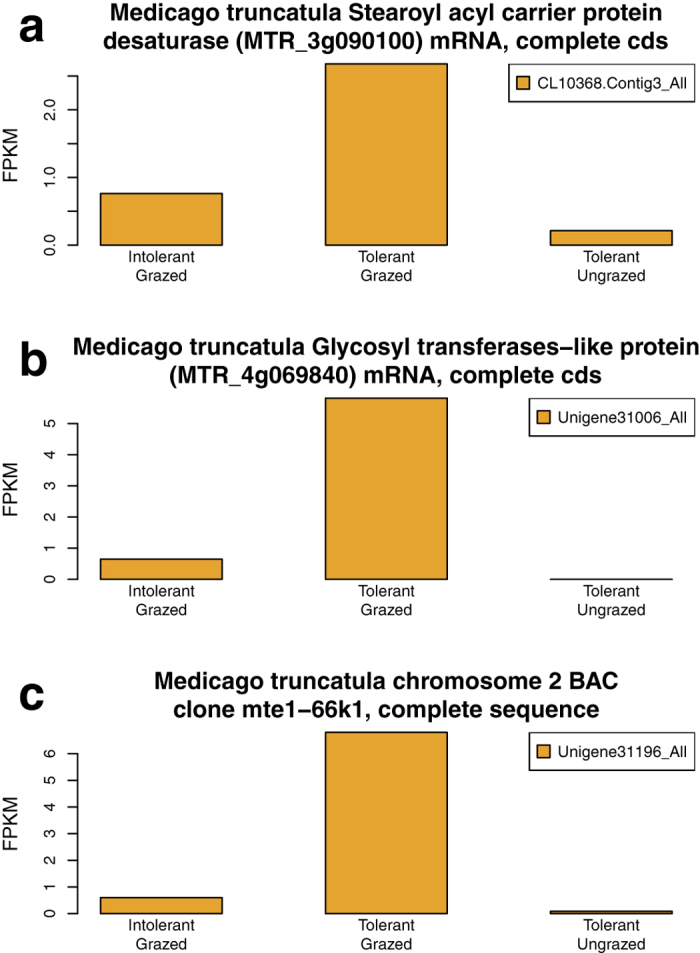
Grazing upregulated genes annotated with three oxygen-related GO terms and differentially expressed between tolerant and intolerant alfalfa plants. Analysis of the Gene Ontology terms “response to hypoxia,” “response to oxygen levels,” and “response to decreased oxygen levels” identified homologous transcripts of three genes that were consistently upregulated in response to grazing of the tolerant plants. These genes were also more strongly expressed in the tolerant versus intolerant plants, which were both grazed. The vertical axis, fragments per kilobase of transcript per million mapped reads (FPKM), represents the normalized read abundance of homologous transcripts of a given gene.

**Figure 3:**
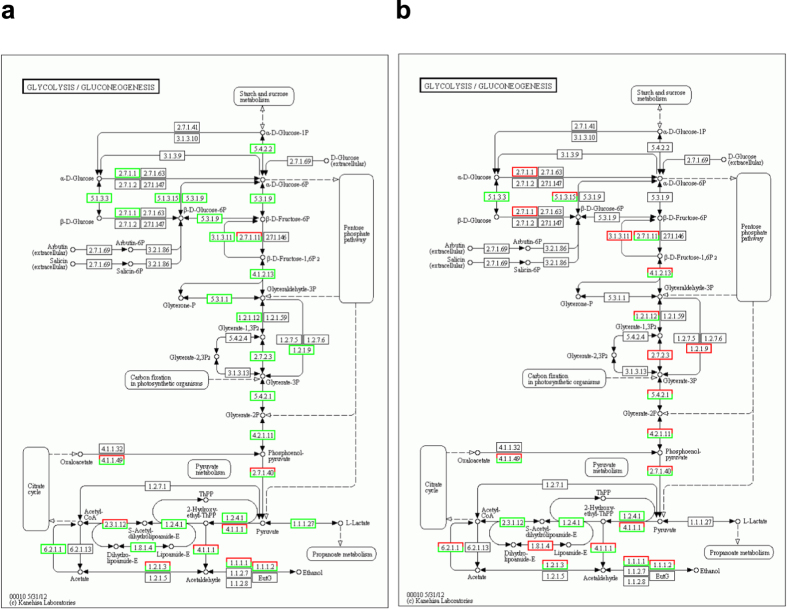
Impact of grazing on the glycolysis/gluconeogenesis pathway in grazing tolerant and intolerant alfalfa plants. The pathway model was obtained from KEGG Pathway^59^. **(a)** Identification of grazing responsive genes in the tolerant population. Green boxes surrounding EC identifiers represent genes with greater transcript abundance in the ungrazed versus grazed tolerant plants. Red boxes identify genes with transcripts that were more abundant in the grazed versus ungrazed tolerant plants. Boxes with mixed colors indicate both under-expression and over-expression of different transcripts of the same gene. Seventeen genes were consistently suppressed, while eight genes exhibited variable expression. Results suggest a strong suppression of this pathway in response to grazing. (**b**) Identification of 21 grazing responsive genes from (**a**) that were differentially expressed between tolerant and intolerant plants, both grazed. Green boxes identify genes with greater transcript abundance in the tolerant versus intolerant plants. Red boxes identify genes with greater transcript abundance in the intolerant versus tolerant plants. Boxes with mixed colors are as described above. Three and five genes were more abundantly expressed in the grazed tolerant and intolerant populations, respectively. Thirteen other genes possessed different homologous transcripts whose abundance varied between the tolerant in tolerant plants. Results suggest that expression of grazing responsive genes was highly variable between tolerant and intolerant plants, both of which were grazed.

**Figure 4:**
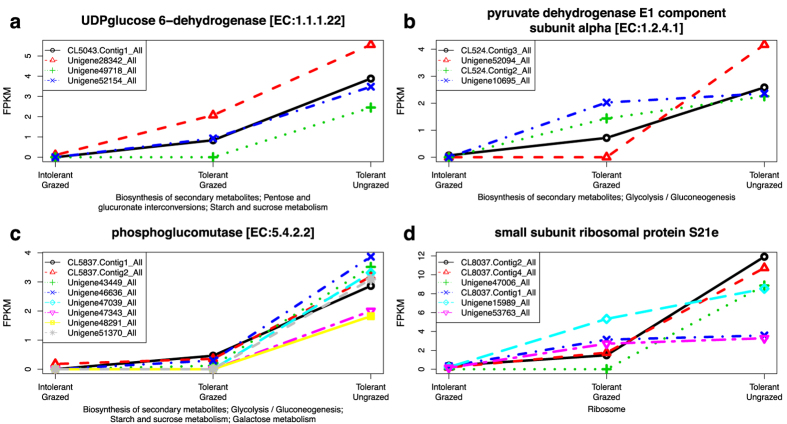
Grazing suppressed genes from grazing responsive molecular pathways that were differentially expressed between grazing tolerant and intolerant alfalfa plants. Homologous transcripts of 9 genes were suppressed by grazing in the tolerant population and were expressed at lower levels in the intolerant versus the tolerant plants both of which were grazed. Representative expression profiles of four genes from four different pathways are provided in (**a–d**). Complete results are available in Supplemental Figure 2S. The horizontal axis identifies the three transcriptomes that were evaluated: tolerant plants not grazed, tolerant plants grazed, and intolerant plants grazed. The vertical axis, fragments per kilobase of transcript per million mapped reads (FPKM), represents normalized read abundance of homologous transcripts of a given gene.

**Figure 5:**
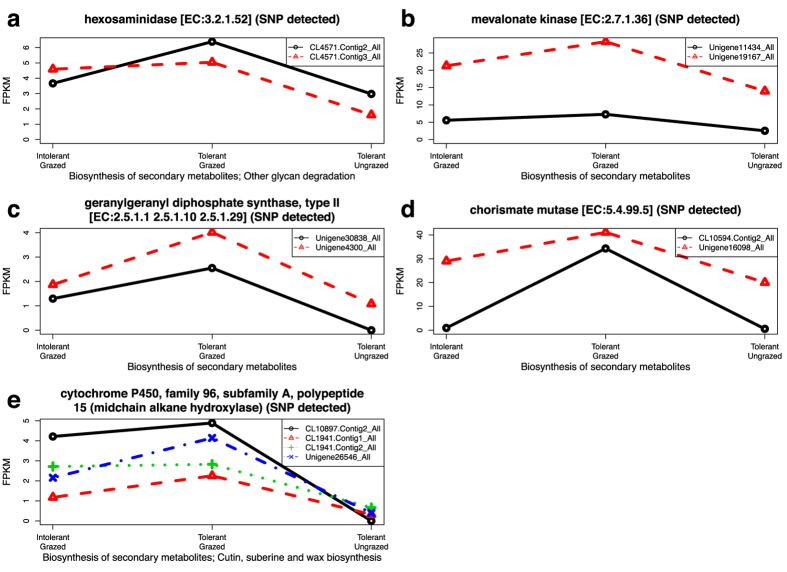
Grazing upregulated genes from grazing responsive pathways that were differentially expressed between grazing tolerant and intolerant alfalfa plants. Homologous transcripts of five genes were upregulated by grazing in the tolerant population, and were expressed at higher levels in the tolerant versus the intolerant plants which were both grazed. Pathways associated with each gene are also provided. The horizontal axis identifies three transcriptomes that were evaluated: tolerant plants not grazed, tolerant plants grazed, and intolerant plants grazed. The vertical axis, fragments per kilobase of transcript per million mapped reads (FPKM), represents normalized read abundance of homologous transcripts of a given gene. At least one SNP was detected between homologous transcripts of the tolerant and intolerant plants for each of these genes.

**Figure 6:**
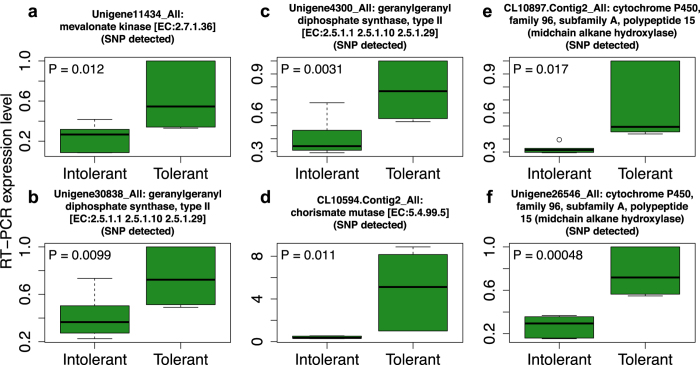
Grazing-upregulated genes that were expressed more abundantly in the tolerant versus intolerant alfalfa plants were independently confirmed by RT-PCR. Twelve transcripts from five grazing-upregulated transcript isoform groups were selected for RT-PCR expression quantification to validate transcriptome analysis results. Three biological replicates consisting of three tolerant and three intolerant alfalfa plants, all of which were grazed, and two technical replicates of each plant, were used in the RT-PCR analysis. Among the transcripts evaluated, six demonstrated significant expression level differences between the tolerant and intolerant alfalfa plants. The expression profiles of those six transcripts are provided in the box plots above, where transcript identities and their encoded proteins are given as plot titles. (**a**) One transcript encoding mevalonate kinase. (**b,c**) Two transcript isoforms encoding geranylgeranyl diphosphate synthase. (**d**) One transcript encoding chorismate mutase. (**e,f**) Two transcript isoforms encoding a cytochrome P450 midchain alkane hydroxylase. Box plots indicate the median and range of gene expression observed for each transcript among the tolerant and intolerant plants, and the *P*-value associated with the *t* test for differential expression between the tolerant and intolerant alfalfa plants. The circle in (**e**) indicates an outlier. For each of the six transcripts, expression levels were greater in the grazed tolerant versus the grazed intolerant plants, which is consistent with the transcriptome analysis results. Complete results of all 12 transcripts are available in Supplemental Figure S3.

**Table 1:** Phenotypic characteristics of grazing tolerant and intolerant alfalfa plants.

Trait	Grazing Tolerant Plants n = 10		Grazing Intolerant Plants n = 10		Group Difference
	Sample mean	Standard deviation	Sample mean	Standard deviation	P-value
Shoot canopy area (cm^2^)	9669.70	5890.62	602.60	249.45	8.8 × 10^−4^
Basal plant diameter (cm)	13.95	2.26	7.45	1.57	1.3 × 10^−6^
Shoot height (cm)	79.70	9.90	30.80	11.25	6.5 × 10^−9^
Stem number	72.70	14.77	23.00	12.12	2.2 × 10^−7^

All plants were continuously grazed by sheep during 2011. In 2012, sheep grazing was delayed until the fourth of July to allow measurements of the traits listed above. The P-values were computed by the Welch two-sample t-test. Differences in all four traits between the tolerant and intolerant plants are statistically significantly.

**Table 2:** Enriched Gene Ontology (GO) terms associated with grazing responsive genes in a grazing tolerant alfalfa population that were also differentially expressed between tolerant and intolerant populations subjected to grazing.

GO Index	GO Term	Grazing Response P-value	Differential Tolerance P-value
**Cellular Component GO Terms**			
GO:0005840	ribosome	4.00E-40	1.33E-44
GO:0022626	cytosolic ribosome	3.56E-40	3.40E-40
GO:0044445	cytosolic part	3.96E-36	5.15E-37
GO:0030529	ribonucleoprotein complex	4.38E-26	1.09E-33
GO:0044391	ribosomal subunit	3.08E-30	4.66E-30
GO:0015935	small ribosomal subunit	1.78E-15	4.26E-19
GO:0022627	cytosolic small ribosomal subunit	5.19E-12	8.61E-15
GO:0022625	cytosolic large ribosomal subunit	1.87E-15	6.39E-13
GO:0043228	non-membrane-bounded organelle	1.64E-32	8.41E-12
GO:0043232	intracellular non-membrane-bounded organelle	1.64E-32	8.41E-12
GO:0015934	large ribosomal subunit	1.09E-13	8.51E-11
GO:0005730	nucleolus	1.60E-12	4.54E-07
GO:0030312	external encapsulating structure	2.19E-38	2.28E-06
GO:0005618	cell wall	3.37E-39	4.22E-06
GO:0005576	extracellular region	3.82E-25	0.00155
GO:0031981	nuclear lumen	0.00018	0.03452
**Molecular Function GO Terms**			
GO:0003735	structural constituent of ribosome	1.03E-22	2.15E-19
GO:0005198	structural molecule activity	8.77E-23	4.66E-12
GO:0004737	pyruvate decarboxylase activity	0.00268	0.00163
GO:0020037	heme binding	1.33E-08	0.00929
GO:0016702	oxidoreductase activity, acting on single donors with incorporation of molecular oxygen, incorporation of two atoms of oxygen	0.00709	0.01066
GO:0046906	tetrapyrrole binding	1.00E-07	0.01295
GO:0019825	oxygen binding	0.03365	0.01539
**Biological Process GO Terms**			
GO:0006412	Translation	4.60E-13	1.68E-20
GO:0001666	response to hypoxia	0.00678	3.03E-06
GO:0036293	response to decreased oxygen levels	0.00983	5.80E-06
GO:0070482	response to oxygen levels	0.00983	5.80E-06

The GO terms were grouped into cellular component, molecular function, and biological process categories. Within each category the terms were ranked by their differential tolerance P-values, which indicate the statistical significance of differential expression observed between the grazed tolerant and grazed intolerant plants for genes associated with each GO term. Grazing response P-values indicate the statistical significance of differential expression observed between the grazed tolerant and ungrazed tolerant plants for genes associated with each GO term.

**Table 3:** Single nucleotide polymorphism (SNP) in a grazing suppressed gene annotated by three GO biological process terms: response to hypoxia, response to decreased oxygen levels, and response to oxygen levels.

			Tolerant plants				Intolerant plants		Amino acid
			MF200401 (grazed)		MF200401-1 (not grazed)		MF200402 (grazed)		change
Unigene ID	Pos from 5′ end	Base	SNP	Base	SNP	Base	SNP	Base	
*Medicago truncatula isoflavone 2*′*-hydroxylase*									
CL5196.Contig1_All	1604	G	—	G	—	G	K	G:T	3′ UTR

Homologous transcripts of this gene were suppressed by grazing in the MF200401 tolerant plants, and were expressed at even lower levels in the grazed MF200402 intolerant plants. A SNP was reported for transcripts that were monomorphic between the transcriptomes of the grazed and ungrazed tolerant plants, but polymorphic with respect to the transcriptome of the intolerant plants. Pos is the position of the SNP on the assembled transcript from the 5′ end based on sequence data from all samples. Base is the consensus nucleotide observed across all three alfalfa transcriptomes evaluated. SNP is the IUPAC code for nucleotide variation observed at a given position. Amino acid change is obtained by aligning the SNP with coding sequences of known proteins. If the SNP is not located on any coding sequences, it is annotated by either 5′ or 3′ untranslated region (UTR).

**Table 4:** Molecular pathways responsive to grazing and demonstrating differential gene expression between the grazed tolerant and grazed intolerant plants.

Pathway ID	KEGG Pathway Name	Grazing Response		Differential Tolerance	
		P-value	Q-value	P-value	Q-value
ko03010	Ribosome	2.98e-26	6.31e-25	4.58e-52	5.86e-50
ko00940	Phenylpropanoid biosynthesis	1.68e-14	1.95e-13	3.88e-08	1.65e-06
ko00908	Zeatin biosynthesis	0.0846	0.0219	1.05e-06	2.69e-05
ko00945	Stilbenoid, diarylheptanoid and gingerol biosynthesis	3.30e-14	3.50e-13	1.68e-06	3.58e-05
ko00904	Diterpenoid biosynthesis	0.0385	0.0873	2.40e-05	4.39e-04
ko00073	Cutin, suberine and wax biosynthesis	1.51e-04	5.49e-04	0.000142	2.02e-03
ko00040	Pentose and glucuronate interconversions	1.58e-26	4.00e-25	0.000527	6.75e-03
ko00500	Starch and sucrose metabolism	1.08e-13	1.06e-12	0.000608	7.08e-03
ko00909	Sesquiterpenoid and triterpenoid biosynthesis	0.0195	0.0476	0.00107	1.14e-02
ko03020	RNA polymerase	1.50e-03	4.77e-03	0.00191	1.88e-02
ko00511	Other glycan degradation	1.82e-05	7.98e-05	0.00264	2.42e-02
ko00460	Cyanoamino acid metabolism	4.24e-05	1.63e-04	0.00285	2.43e-02
ko00943	Isoflavonoid biosynthesis	3.36e-04	1.16e-03	0.00377	3.02e-02
ko00010	Glycolysis/Gluconeogenesis	2.07e-25	3.28e-24	0.00649	4.89e-02
ko00903	Limonene and pinene degradation	3.76e-12	2.99e-11	0.00886	5.67e-02
ko01110	Biosynthesis of secondary metabolites	3.94e-51	2.50e-49	0.010124	6.17e-02
ko00052	Galactose metabolism	3.03e-03	9.41e-03	0.0129	7.52e-02
ko00906	Carotenoid biosynthesis	1.95e-05	8.25e-05	0.0167	9.32e-02
ko00941	Flavonoid biosynthesis	1.69e-14	1.95e-13	0.0289	1.54e-01
ko00360	Phenylalanine metabolism	0.0182	0.0454	0.0373	1.77e-01
ko00944	Flavone and flavonol biosynthesis	8.45e-16	1.19e-14	0.0447	1.97e-01

*De novo* assembled transcripts were aligned to their corresponding genes in the KEGG pathway database for Medicago. Over-representation of each pathway was determined by the null hypergeometric distribution. Grazing response tests were performed between the tolerant grazed and ungrazed plants and differential tolerance tests were performed between the tolerant grazed and the intolerant grazed plants. The P-values and adjusted Q-values indicate the statistical significance and false discovery rate, respectively, associated with the pathway enrichment analysis.

**Table 5:** Single nucleotide polymorphism (SNP) in five grazing upregulated genes involved in three metabolic pathways.

Unigene ID	Pos from 5′ end	Base	Tolerant plants				Intolerant plants		Amino acid
			MF200401 (grazed)		MF200401-1 (not grazed)		MF200402 (grazed)		change
			SNP	Base	SNP	Base	SNP	Base	
***Pathway ko01110 Biosynthesis of secondary metabolites***:									
*K01850 chorismate mutase* [*EC*:*5.4.99.5*]									
CL10594.Contig2_All	369	A	—	A	—	A	R	G:A	Synonymous
Unigene16098_All	456	A	—	A	R	A:G	W	A:T	Asn**→**Ile (T);Asn**→**Ser (G)
*K15405 cytochrome P450, family 96, subfamily A, polypeptide 15* (*midchain alkane hydroxylase*)									
CL1941.Contig2_All	451	A	W	A:T	—	A	W	A:T	Synonymous
*K12373 hexosaminidase* [*EC*:*3.2.1.52*]									
CL4571.Contig3_All	647	G	R	G:A	R	G:A	R	G:A	Synonymous
*K00869 mevalonate kinase* [*EC*:*2.7.1.36*]									
Unigene11434_All	213	C	Y	C:T	—	C	Y	C:T	5′ UTR
Unigene19167_All	476	T	K	T:G	—	T	K	G:T	3′ UTR
*K13789 geranylgeranyl diphosphate synthase, type II* [*EC*:*2.5.1.1 2.5.1.10 2.5.1.29*]									
Unigene4300_All	174	C	—	C	—	C	M	C:A	Ser**→**Tyr
***Pathway ko00511 Other glycan degradation***:									
*K12373 hexosaminidase* [*EC*:*3.2.1.52*]									
CL4571.Contig3_All	647	G	R	G:A	R	G:A	R	G:A	Synonymous
***Pathway ko00073 Cutin, suberine and wax biosynthesis***:									
*K15405 cytochrome P450, family 96, subfamily A, polypeptide 15* (*midchain alkane hydroxylase*)									
CL1941.Contig2_All	451	A	W	A:T	—	A	W	A:T	Synonymous

Homologous transcripts of these genes were upregulated by grazing in the MF200401 tolerant population and were also more abundantly expressed in the tolerant versus intolerant MF200402 plants, both of which were grazed. A SNP was reported for transcripts that were monomorphic between the transcriptomes of the grazed and ungrazed tolerant plants, but polymorphic with respect to the transcriptome of the intolerant plants. Pos is the position of the SNP on the assembled transcript from the 5′ end based on sequence data from all samples. Base is the consensus nucleotide observed across all three alfalfa transcriptomes evaluated. SNP is the IUPAC code for nucleotide variation observed at a given position. Amino acid change is obtained by aligning the SNP with coding sequences of known proteins. If the SNP is not located on any coding sequences, it is annotated by either 5′ or 3′ untranslated region (UTR).

**Table 6:** Primers used in real-time RT-PCR analysis of 12 grazing upregulated transcripts, as identified from the transcriptome analysis, and two reference genes UBL-2a and ADF.

Transcript ID	Primer-F	Primer-R
Unigene16098_All	5-ATGGCCACAGCAGAGAATGAAT-3	5-tCTTCCAGCCTTAGCTTGAAC-3
CL4571.Contig2_All	5-TTGAATCTATGTCCTACACCA-3	5-CGTCTACTTCTGGCATCACAT-3
Unigene11434_All	5-CACTAGTTACTGCCTCCGAATGT-3	5-GGTGCCTCAGCATTCTCTCAG-3
Unigene19167_All	5-GTCAGTCATGCCACAATAGA-3	5-GACTCCAGTTCAGCAATCACT-3
Unigene4300	5-ATGAGTATGACTCAAACTCCG-3	5-CCACCGACGAGCTCACATGCG-3
CL10594.Contig2_All	5-GCATCAGTGCAGAAGAGAGTA-3	5-GCAACAGGTATTCAACCTGCAC-3
CL10897.Contig2_All	5-CTTCAGCGCTTACATGGCTC-3	5-CCTTAGAGCTTCACATATAGC-3
CL1941.Contig1_All	5-ATCTGATATACTACCTAGTGG-3	5-AAGACGGTACATGTATAATC-3
CL1941.Contig2_All	5-TCTGATATACTACCTAGTGGA-3	5-CTTGTAAGATGGTACATGTAT-3
Unigene26546_All	5-CACTATACATGTACCATCTTA-3	5-TCAAGCCGTGTTTCATGCGA -3
CL4571.Contig3_All	5-AGCAGATAATTGAATCTATGTC-3	5-CAGTTATGCACAACGGTCCG-3
Unigene30838_All	5-TGAATTATTAGCTAGATCCGA-3	5-TGGCAAATCTCATCACCGTCG-3
UBL-2a	5-CCAAACCCAAACTCACCAG -3	5-AGCAGTCCAACTCTGCTCAAC -3
ADF	5-GCATCTGGTATGGCAGTCC-3	5-GCACTCATCAGCAGGAAGG-3

# Supplementary material for: Transcriptome responses in alfalfa associated with tolerance to intensive animal grazing
**Source:** Sci Rep. 2016 Jan 14;6:19438. doi: 10.1038/srep19438
**Supplement:** Supplementary Information

## SUPPLEMENTARY INFORMATION

### Transcriptome responses in alfalfa associated with tolerance to intensive animal grazing

Junjie Wang<sup>1,\*</sup>, Yan Zhao<sup>1</sup>, Ian Ray<sup>2</sup>, Mingzhou Song<sup>3</sup>

**Supplementary Table S1. Assembled and annotated transcriptomes from grazed and ungrazed plants of a grazing tolerant alfalfa population (MF200401 and MF200401-1, respectively) and an intolerant population that was grazed (MF200402).**

| Samples                          | Total Raw Reads | Total Clean Reads | Total Clean Nucleotides (nt) | Q20 percentage | N percentage | GC percentage |
|----------------------------------|-----------------|-------------------|------------------------------|----------------|--------------|---------------|
| Tolerant & grazed MF200401       | 52,109,802      | 48,225,878        | 4,340,329,020                | 98.32          | 0.01         | 42.95         |
| Intolerant & grazed MF200402     | 52,238,400      | 48,024,330        | 4,322,189,700                | 98.29          | 0.01         | 42.54         |
| Tolerant & not grazed MF200401-1 | 52,969,656      | 49,174,768        | 4,425,729,120                | 98.33          | 0.01         | 44.22         |

The number of total clean nucleotides is the total number of nucleotides on all clean paired-end reads. Q20 percentage is defined as the percentage of nucleotides with quality value larger than 20 in reads. N percentage is defined as the percentage of unknown nucleotides in clean reads.

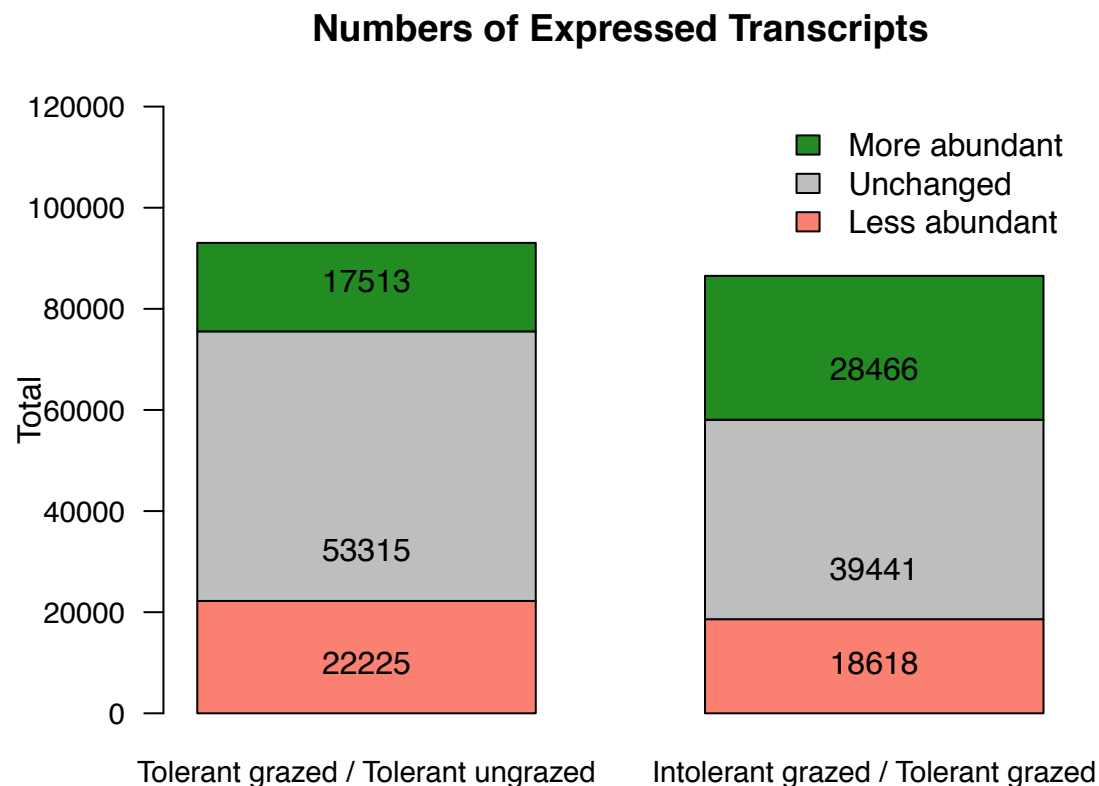

**Supplementary Figure S1. Comparative analysis of transcript abundance in three alfalfa transcriptomes.** The left bar represents the number of transcripts that were more abundant (17,513 in green), unchanged (53,315 in gray), and less abundant (22,225 in red) in the grazed tolerant plants as compared to the ungrazed tolerant plants. The right bar represents the number of genes with transcripts that were more abundant (28,466 in green), unchanged (39,441 in gray), and less abundant (18,618 in red) in the grazed intolerant plants as compared to the grazed tolerant plants. The statistical significance of all differentially expressed transcripts was set at  $P \leq 0.05$ , adjusted for family-wise false discovery rate by the Benjamini-Hochberg method.

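The Poisson test was run on the deposited fragments with the totals of aligned fragments, at an adjusted p of at most 0.05 and with no fold threshold. It called 17515 transcripts higher and 22242 lower in the tolerant grazed library against the tolerant ungrazed one, and did not call 53296. In the intolerant grazed library against the tolerant grazed one, it called 28464 higher and 18617 lower and did not call 39444. These calls were 42.7% and 54.4% of the transcripts tested. With the totals of clean reads in place of aligned fragments, 39988 and 46792 transcripts were called. With the observed count placed in both tails of the test, 38542 and 45840 were called. Both of these alternatives were chosen after the data were seen. With the fold threshold added at the same adjusted p, 26128 and 31299 transcripts were called.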

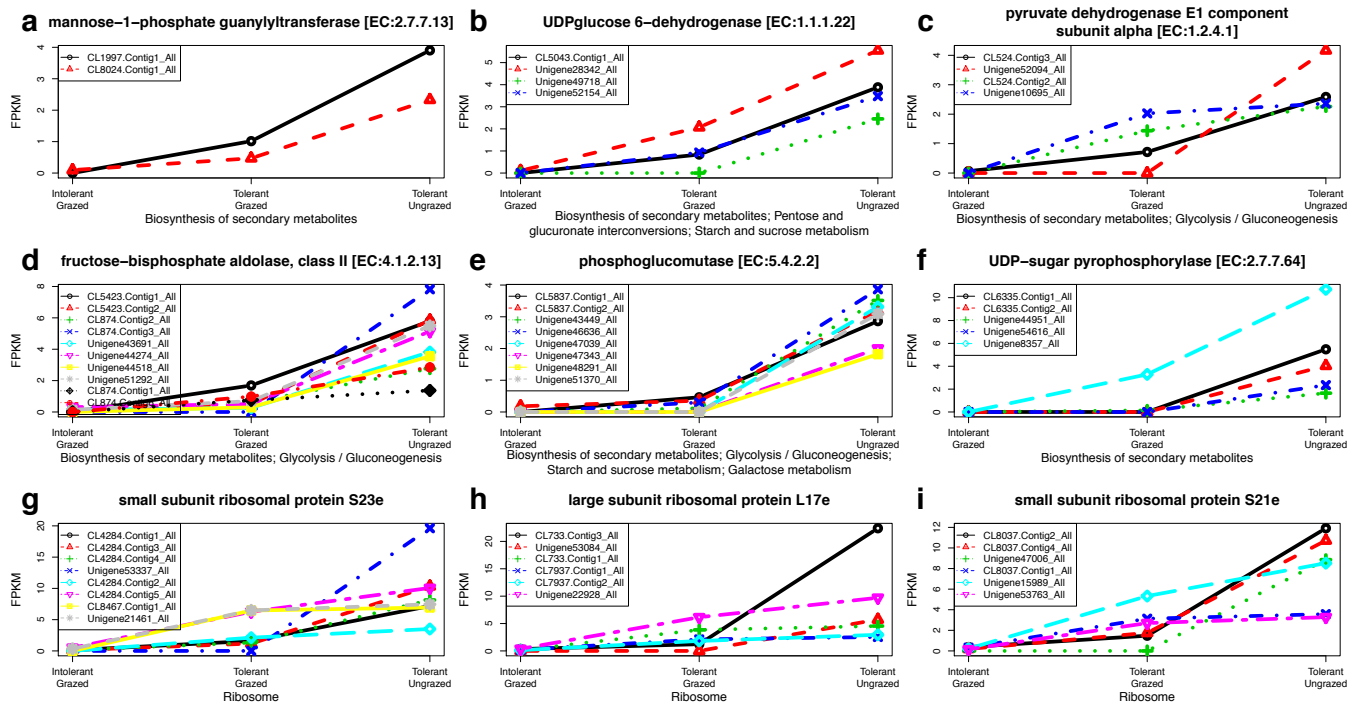

**Supplementary Figure S2. Expression of grazing suppressed genes from grazing responsive pathways that were differentially expressed between grazing tolerant and intolerant alfalfa plants.** Fifty-three transcript isoforms from 9 genes in grazing tolerant plants were suppressed in response to grazing. However, these genes were expressed at higher levels in the grazed tolerant plants than the grazed intolerant plants. The horizontal axis identifies three transcriptomes that were evaluated: tolerant plants not grazed, tolerant plants grazed, and intolerant plants grazed. The vertical axis, fragments per kilobase of transcript per million mapped reads (FPKM), represents normalized read abundance of homologous transcripts of a given gene. Pathways associated with each gene are also provided. Note: Figures 3a and 3b initially suggested that EC 5.1.3.3 (Aldose Epimerase) was suppressed by grazing of tolerant plants, and was more abundantly expressed in the tolerant versus intolerant plants, both of which were grazed. However, additional analysis of the gene products indicated that different EC 5.1.3.3 transcripts were associated with the Figure 3a and 3b results. Consequently, no consistent suppression pattern was identified for a given transcript, and therefore, this gene was not represented in the current figure.

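The deposited annotation gives EC 5.1.3.3 for 17 transcripts. Of these, 5 were lower past the fold threshold in the tolerant grazed library against the tolerant ungrazed one, 5 were lower in the intolerant grazed library against the tolerant grazed one, and 2 were lower in both comparisons. A further 2 were higher in the intolerant grazed library. Without regard to the threshold, 5 transcripts stood in the order tolerant ungrazed, tolerant grazed, intolerant grazed.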

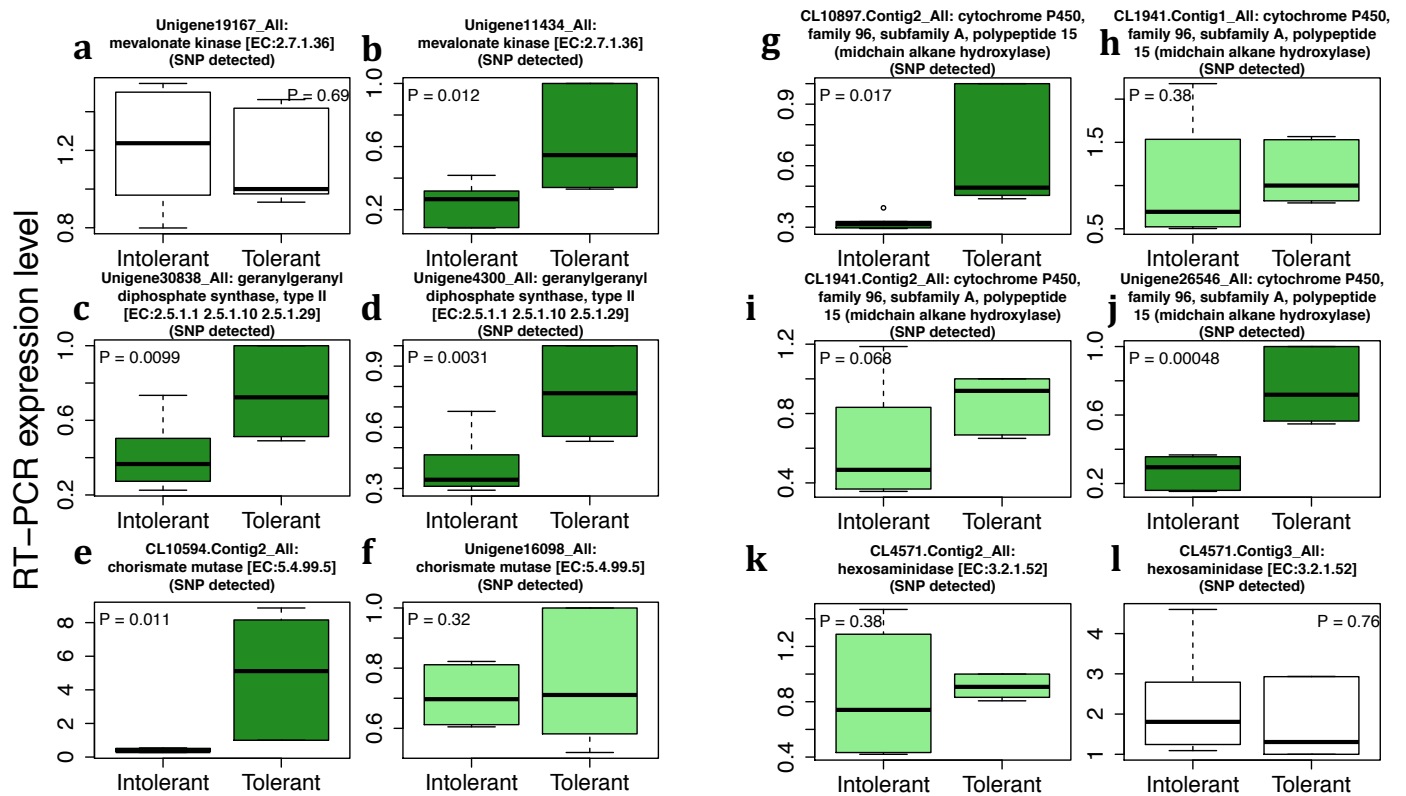

### Supplementary Figure S3. Independent validation of grazing-upregulated transcripts by RT-PCR.

Twelve transcripts from five grazing-upregulated transcript isoform groups were selected for RT-PCR expression quantification to validate transcriptome analysis results. Three biological replicates consisting of three grazing tolerant and three intolerant alfalfa plants, and two technical replicates of each plant, were used in the RT-PCR analysis. Transcript identities and their encoded proteins are given as plot titles. Box plots indicate the median and range of gene expression observed for each of the 12 transcripts among the tolerant and intolerant plants. The  $P$ -value of  $t$  tests for differential expression between the tolerant and intolerant alfalfa plants for each transcript is given in each plot. Six of the twelve transcripts (dark green box plots) confirm the RNA-seq results, which indicated that these transcripts were expressed at significantly higher levels in the tolerant versus intolerant plants that were grazed. Four of the remaining transcripts (light green box plots) suggest that they were also more abundant in the tolerant versus intolerant plants. Two transcripts in white box plots are inconsistent with the transcriptome data. **(a,b)** Two transcript isoforms of mevalonate kinase. **(c,d)** Two transcript isoforms of geranylgeranyl diphosphate synthase, type II. **(e,f)** Two transcript isoforms of chorismate mutase. **(g-j)** Four transcript isoforms of a protein cytochrome P450, family 96, subfamily A, polypeptide 15 (midchain alkane hydroxylase). The circle in (g) indicates an outlier. **(k,l)** Two transcript isoforms of hexosaminidase.

**a**

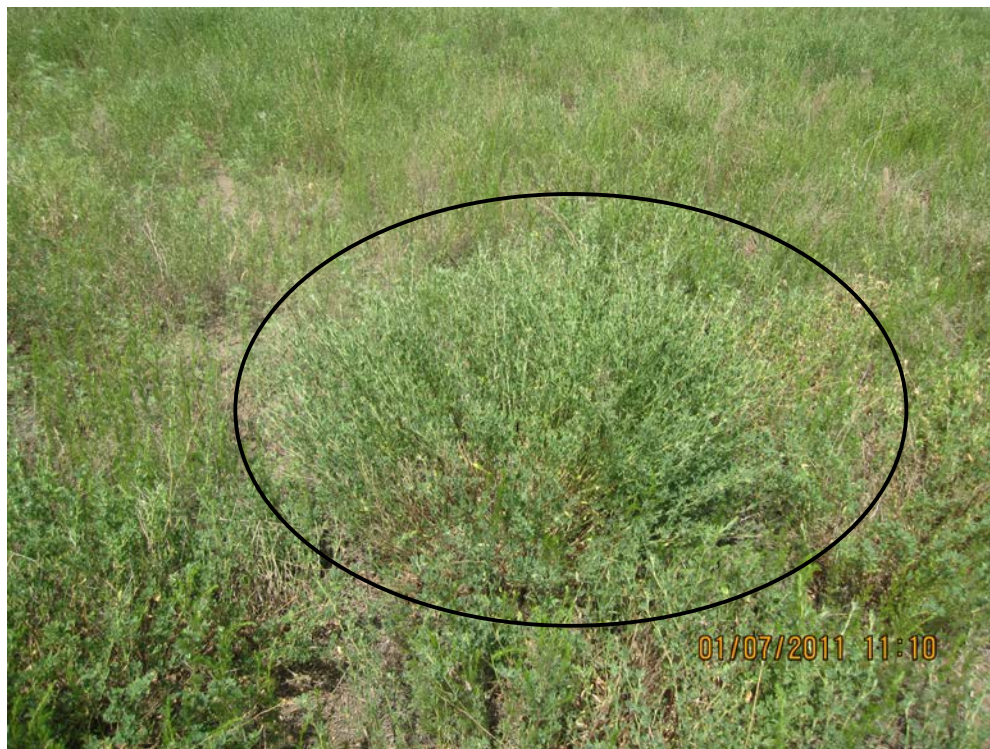

**b**

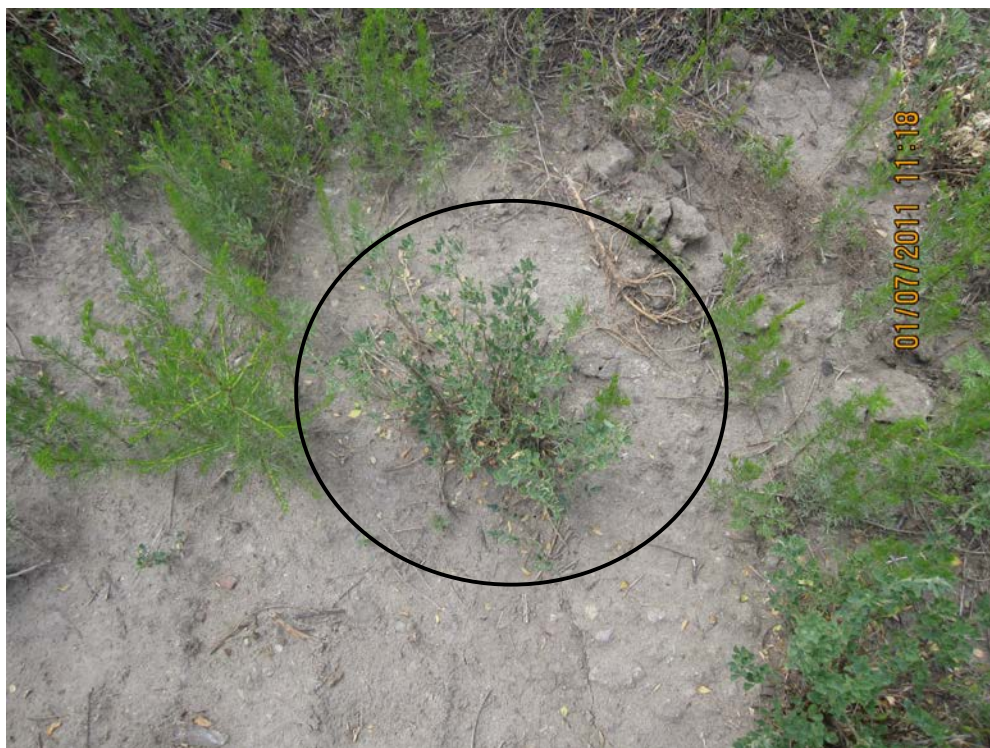

**Supplementary Figure S4. Alfalfa *M. sativa* plants after continuous grazing in 2010 but before grazing in 2011. Both photos were taken on July 1, 2011. (a) Grazing tolerant alfalfa plant (MF200401). (b) Grazing intolerant plant (MF200402).**

How the deposited data were processed for this re-analysis (not part of the article)

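RNA from whole-plant bulks of tolerant ungrazed, tolerant grazed and intolerant grazed alfalfa was sequenced as 3 libraries, 1 per condition, so there were no replicates and no test across replicates. According to the paper's methods and the notes deposited with the table, the authors assembled all clean reads de novo with Trinity, clustered the transcripts with TGICL, and aligned the reads back to the transcripts. The authors deposited the count of fragments uniquely aligned to each transcript, made with SOAP and not normalized. They also deposited the FPKM value of each transcript, which is that count per kilobase of transcript and per mega-fragment aligned to all transcripts. The authors annotated the transcripts by similarity searches against protein, nucleotide, COG and KEGG databases and with Blast2GO. The versions of the authors' programs are not named in the paper's text. The sample groups follow the labels of the libraries. The number of per-sample columns not used was 0.

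The choices described as main, 39 alternatives, and the rule for the transcripts named in the text were set before the data were examined. At that time the design assumed that the table held FPKM alone, with the fragments to be recovered from FPKM and transcript length. The table gives the fragments too, so these were used for the Poisson test, the floor and the intervals, while the fold threshold on FPKM alone was kept as the main setting. The paper's methods state this threshold together with an FDR of at most 0.001, and that joint rule was run as an alternative. A further 13 alternatives were chosen after the data were seen. The transcripts named are all those the paper draws in its Figs 1, 2, 4 and 5 and Supplementary Fig. S2 that could be read, 70 in number, and, in each comparison, the 3 annotated transcripts with the highest and the 3 with the lowest log2 ratio among those with a mean FPKM of at least 10. CL6015.Contig8_All and CL1106.Contig1_All, which carry fermentation enzymes named in the text, and the contigs of the cluster CL4238 were singled out after their values were seen.

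The log2 ratio of FPKM was taken in 2 comparisons, tolerant grazed against tolerant ungrazed and intolerant grazed against tolerant grazed, with 0.01 in place of 0 and a threshold of 1 in absolute value. Shares of fragments are given with Wilson 95% intervals and log2 ratios with exact Clopper-Pearson 95% intervals. The floor was 3 fragments. The Poisson test was computed with the formula of the paper's methods on the fragments of both libraries of a comparison, with the totals of aligned fragments in place of the totals of clean reads that the methods name, and adjusted by the Benjamini-Hochberg method. Totals of clean reads were a later alternative. GO terms were matched by name. Pathway lists were made from the definitions of KEGG orthology numbers, by the words for ribosomal proteins and for DNA-directed RNA polymerase and by the 25 EC numbers drawn in Fig. 3, because the table gives no pathway membership, and random lists for them were drawn from transcripts with an orthology number. Each list was set against 10000 random lists of the same size matched on mean FPKM in 20 bins, with a random seed of 1, and a list at or above the 95th percentile is called one that stands apart. Transcripts are not replicates, and these percentiles describe these libraries only.

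The organism of the best protein match was read from the bracketed name in the annotation and sorted into legumes, other land plants, and algae, oomycetes and other protists. The genera of an earlier list of plants, fungi and insects were set with the alternatives, and the sorting of the remaining genera was added later. The earlier list held 11 plant genera, matched by 57356 transcripts. A plant best protein match here means a match in these genera, not in any land plant. Of 477 organisms named, in 305 genera, 0 were listed fungi and 0 were listed insects. The alternatives were other ways of handling FPKM of 0, a minimum mean FPKM of 1, a threshold of 2, rescaling by the median ratio, TPM, the Poisson test, the hypergeometric test for lists, sums per orthology number, and restrictions to plant or legume matches.

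The computations were tested on simulated data. Counts were drawn for the real transcripts around the mean of the tolerant libraries, with equal totals. In 1 simulated library 200 transcripts were changed by known folds. The changed transcripts had a mean of at least 20 fragments, so recovery at lower counts was not tested. The Poisson test recovered 183 of the 200 (91.5%) and called 7 of 92274 unchanged transcripts. Of 200 lists without a change 5 reached the 95th percentile, and so did 2 of 100 lists that differed in expression alone, and 50 of 50 shifted lists were recovered. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. The RT-PCR measurements and the sequence polymorphisms of the paper were not analysed here.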

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

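Among the tests in this part, the one of the contigs of the cluster CL4238 was chosen only after the result was seen, and the restriction to legume-matched transcripts was chosen after the data and the organisms of the matches were seen, but before the values under it were.

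Transcripts whose best protein match was an alga, oomycete or other protist, which the paper does not discuss, took 1.97% of the fragments in the tolerant ungrazed library (Wilson 95% interval 1.96 to 1.98%), 13.6 times their share in the tolerant grazed library. The share in the tolerant grazed library was 3.34 times that in the intolerant grazed library. With no control library, this was looked at again because it lies above the limit that a count of 0 allows. A wider set of 7962 transcripts had a protein match outside the legumes and no legume nucleotide match, apart from those of Supplementary Fig. S2 and CL4238. It fell in the same order, with 3.69%, 0.796% and 0.468% of the fragments. The 17383 transcripts with no match in either database, outside that set, took 2.71%, 1.10% and 1.05%, nearly level between the grazed libraries. Shares of the fragments do not depend on depth. A candidate explanation is RNA of another organism in the tolerant ungrazed library. It predicts that the excess of lower over higher transcripts after grazing goes away among legume-matched transcripts, and there 64.2% of the transcripts past the threshold were higher, against 40.9% of all. Whether such RNA came from organisms living on the plants, which may differ between grazed and ungrazed plots, or from handling of the samples was not tested, and neither was an exchange of labels. Grazing remains an open explanation of the difference.

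CL4238.Contig2_All, which the paper does not discuss, took 7.59% of the fragments in the tolerant ungrazed library (Wilson 95% interval 7.58 to 7.60%), 9.78% in the tolerant grazed library (9.76 to 9.79%) and 1.43% in the intolerant grazed library (1.43 to 1.44%). It was the transcript with the largest share in both tolerant libraries. It was looked at again for its share, above the limit that a count of 0 allows. CL4238.Contig1_All of the same cluster took 0.165%, 1.72% and 1.82%. The best nucleotide matches of both contigs are not legumes, while 63 of 63 other transcripts of at least 5000 bases have a legume nucleotide match (Wilson 95% interval 94.3 to 100%). A further 3 contigs of the cluster were above the floor in the intolerant grazed library only, which RNA of another organism could produce. These values are consistent with that explanation. Paralogs, GC content and length were not tested. A difference between the plants of the bulks stays open and untested.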

How the results depend on the processing

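The restriction to legume-matched transcripts, the totals without the CL4238 contigs, the Poisson tests with totals of clean reads or with the observed count in both tails, and the order with steps of at least 2-fold were chosen only after the results were seen. Of 1464 values under alternatives, 1228 kept their direction and their side of the threshold or stayed within their interval, 132 moved, 73 became weaker, 23 became stronger and 8 reversed. For single transcripts of the figures, 504 of 560 log2 ratios stayed within their interval, 55 moved and 1 reversed. For single GO terms, 143 of 160 results kept their side under alternatives set earlier, with 16 weaker and 1 stronger, and 23 of 40 under the legume restriction, with 17 weaker. No paired analysis was possible because each condition has 1 library.

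With 1 added to every FPKM, 22544 transcripts passed the threshold after grazing and 25381 between the grazed libraries, the median log2 ratio of Fig. 2 after grazing was 2.77, 8 glycolysis enzymes had transcripts in both directions after grazing, and 5 had only higher ones in the intolerant grazed library. With a mean FPKM of at least 1, 23153 transcripts passed after grazing, 50.2% of them higher, and 5 enzymes had only higher transcripts in the intolerant grazed library. With an absolute log2 ratio of at least 2, 23403 and 24950 transcripts passed, and the higher share between the grazed libraries was 43.2%. With the Poisson test at an adjusted p of at most 0.001 and the fold threshold, 15150 and 20064 were called.

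The split between the grazed libraries, 52.0% higher in FPKM, reversed to 43.8% with the median ratio, to 48.0% with TPM and to 47.1% with totals without the CL4238 contigs. The median ratio, which lowers every log2 ratio between the grazed libraries by 0.23, also moved the median of Fig. 1 to −1.83, and TPM reversed CL8467.Contig1_All after grazing to 0.0044.

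With best protein matches in the 11 listed plant genera, which are not all land plants, 14990 and 21202 transcripts passed, 59.6% of the former higher. GO lists then stood apart 13 times over both comparisons, against 29 in the main setting. Between the grazed libraries 2 enzymes were lower only and 7 higher only. With legume-matched transcripts, 12824 and 18902 passed, 64.2% of the former higher. The stated order then held for 17 of the 70 transcripts of the figures, 3 of them suppressed. GO lists then stood apart 12 times, and pathway lists 2 times (glycolysis in both comparisons), against 4 in the main setting. The ribosome list lay at percentiles of 0.015 and 0.0. Of the glycolysis enzymes, 1 was then higher only and 8 went in both directions after grazing, and 0 were lower only, 11 higher only and 9 in both directions between the grazed libraries. With FPKM summed per KEGG orthology number, pathway lists stood apart 2 times (again glycolysis in both comparisons), and the ribosome list lay at percentiles of 1.59 and 22.9.

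The stated order held for 29 of the transcripts of the figures, 19 of them suppressed, when both steps had to pass the Poisson test at an adjusted p of at most 0.05, and for 28, with 23 suppressed and 5 upregulated, when both had to be at least 2-fold. The restrictions and stricter thresholds admit fewer transcripts by construction, and for the other changes the cause was not tested. Depth limits the low transcripts: of those past the threshold, 57.2% after grazing and 48.1% between the grazed libraries had fewer than 20 fragments in both libraries, and 50 of the 52 transcripts of Supplementary Fig. S2 lay at or under the floor in the intolerant grazed library.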

Differences from the paper's values

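The restriction to legume-matched transcripts was chosen only after the results were seen, and the other alternatives in this part were set before the data were examined.

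The paper's reported number of glycolysis enzymes more abundant in the grazed intolerant plants (Fig. 3b) is 5, and 3 were found here. With 1 added to every FPKM the number was 5, with a mean FPKM of at least 1 it was 5, and with plant best protein matches it was 7, each within 1.5 times the paper's value. With the restriction to legume-matched transcripts it was 11. The paper's reported number of glycolysis enzymes with variable expression after grazing (Fig. 3a) is 8, and 13 were found here. With 1 added to every FPKM the number was 8, with a mean FPKM of at least 1 it was 9, and with plant best protein matches it was 10, each within 1.5 times the paper's value. With the restriction to legume-matched transcripts, chosen after the values were seen, it was 8. The other 3 counts of Fig. 3 lay within 1.5 times the paper's. The paper's reported 17 suppressed enzymes stand beside 12 here, its 3 more abundant in the tolerant plants beside 4, and its 13 with transcripts in different directions beside 18. With 1 added to every FPKM these counts were 17, 3 and 13, with a mean FPKM of at least 1 they were 16, 5 and 15, and with plant best protein matches 12, 2 and 13. Of these, the 5 lies more than 1.5 times above the paper's 3.

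The paper's reported totals of transcripts that changed are 39738 after grazing and 47084 between the grazed libraries, against 38410 and 42519 past the fold threshold here. The Poisson test at an adjusted p of at most 0.05 without a fold threshold, the level stated in the legend of Supplementary Fig. S1, gave 39757 and 47081 with the totals of aligned fragments. The rule of the paper's methods, an adjusted p of at most 0.001 together with the fold threshold, gave 15150 and 20064. The paper's reported number of assembled transcripts is 78937, against 95646 listed, of which 78937 carry an annotation. The paper states that about 90% were annotated, against 82.5% here.

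The paper states that the suppressed transcripts of Supplementary Fig. S2 were more abundant in the grazed tolerant than in the grazed intolerant plants. This order was found for 39 of 52, and 13 had 0 fragments in both grazed libraries. For 34 of the 39 at least 1 grazed library was above the floor, so that a fold could be given. The paper's Fig. 3b places aldose epimerase (EC 5.1.3.3) among the enzymes more abundant in the grazed tolerant plants. The legend of Supplementary Fig. S2 treats this as an initial result and adds that no single transcript was consistently suppressed. Here 5 of its transcripts were lower and 2 higher in the intolerant grazed library. Aldose epimerase went in both directions between the grazed libraries under every alternative that was run. The paper places alcohol dehydrogenase NADP+ (EC 1.1.1.2) among the enzymes with transcripts in different directions, while 13 of its 17 transcripts were lower and 0 higher in the intolerant grazed library. It was lower only with 1 added to every FPKM, with a mean FPKM of at least 1 and with plant matches, and no transcript of it was legume-matched.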

Other observations

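Among the tests in this part, those of library depth, of matches outside the legumes for the transcripts of Supplementary Fig. S2, and of the CL4238 contigs for pyruvate decarboxylase were chosen only after the results were seen, and the restriction to legume-matched transcripts and the totals without the CL4238 contigs were chosen after the data were seen, but before the values of the other tests under them were.

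The transcripts of Supplementary Fig. S2 were near 0 in the intolerant grazed library. A difference in depth is argued against by the ratio of the totals of the grazed libraries, 0.984. RNA of another organism was predicted to show as protist matches in over 50% of them, and 40.4% had one, so this prediction was not met. The share was still above the 4.37% of other transcripts in their range of lengths, so missing the 50% does not argue against the explanation. The listed fungi and insects were not found in any match, so that test cannot decide for them. None of the 52 was legume-matched, with an upper limit of 6.88%, against 56.1% (Wilson 95% interval 55.7 to 56.5%) of other transcripts in their range of lengths. These values are consistent with RNA of an organism that is not a legume in the tolerant libraries. A response of the plants to grazing stays open for transcripts whose alfalfa sequence has no close match in the databases, and it was not tested.

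The ribosome and translation lists had more lower transcripts in both comparisons than matched random lists. RNA of another organism in the tolerant libraries predicts that this goes away among legume-matched transcripts. The list structural constituent of ribosome then lay at a percentile of at most 0.01 for its share of lower transcripts, below nearly all random lists, which is consistent with RNA of another organism in the tolerant libraries. In the pathway list of ribosomal proteins, sums of FPKM per KEGG orthology number lay at percentiles of 1.59 and 22.9 for the share past the threshold. Among transcripts that were not legume-matched, the share of lower transcripts of the list structural constituent of ribosome lay at a percentile of 8.37 after grazing and above all random lists between the grazed libraries, and the source of the latter excess was not tested. A biological explanation was not tested.

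Most glycolysis enzymes of Fig. 3a had lower transcripts in the tolerant grazed library. Among legume-matched transcripts, 8 enzymes had lower transcripts only, against 1 with higher transcripts only, and 18.1% of the transcripts were lower, where matched random lists had 6.69%. The share of lower transcripts argues against RNA of another organism in the ungrazed tolerant library as the whole cause. The count of enzymes says less. Among the 8 enzymes, EC 5.1.3.3, EC 5.3.1.9, EC 3.1.3.11, EC 1.2.1.9 and EC 1.8.1.4 each had 1 lower legume-matched transcript. With legume-matched FPKM summed per enzyme, the log2 ratio after grazing was −1.40 for EC 1.2.1.9 and −1.05 for EC 4.1.2.13. For the others it lay between −0.79 and 0.15. Of these 8, enolase, had transcripts in both directions before the restriction, so 7 of the 12 enzymes with lower transcripts only kept that pattern. The prediction left open whether enzymes with transcripts in both directions count as higher, and with them 9 had higher transcripts. RNA of another organism may account for part of the pattern, since 82.4% of the lower transcripts were not legume-matched.

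The summed FPKM of pyruvate decarboxylase and that of alcohol dehydrogenase were lower in the tolerant grazed library than in both others. RNA of another organism is argued against by legume-matched transcripts of alcohol dehydrogenase alone, with a log2 ratio of −1.99 after grazing. A few transcripts taking many of the fragments are argued against by pyruvate decarboxylase with the totals taken without the CL4238 contigs, with a log2 ratio of −3.21. Single transcripts went the other way. Of 80 alcohol dehydrogenase transcripts, 10 were higher after grazing, 8 of them legume-matched, and 18 were lower in the intolerant grazed library. Only 2 of these 18 were legume-matched, against 17 legume-matched transcripts that were higher there. Of 15 pyruvate decarboxylase transcripts, 1 was higher after grazing and 2 were lower in the intolerant grazed library. The former was Unigene31196_All of Fig. 2c, with 1 fragment in the tolerant ungrazed library and 81 in the tolerant grazed library. An exchange of labels, differences in sampling and the effect of grazing itself stay open, since each condition has 1 library.

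More transcripts were higher than lower in the intolerant grazed library against the tolerant grazed one. With the CL4238 contigs left out of the totals, 47.1% were higher. This shifts all log2 ratios alike, and a split so even would turn with any shift of that size, so the value does not show whether a few transcripts taking many of the fragments were the source. No biological explanation was tested.

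Some legume-matched transcripts were found at 100 or more fragments in 1 library and at 3 or fewer in another. Between the populations there were 180, of which 100 were found in the intolerant grazed library and 80 in the tolerant grazed library. Between the libraries of the tolerant population there were 48, of which 46 were found after grazing. Different genotypes in the bulks could produce such differences and predict partners of the same cluster in the library that lacks the transcript. Between the populations, partners at 100 or more fragments were found for 24 of 96 clustered transcripts (25.0%). Between the tolerant libraries they were found for 10 of 28 clustered transcripts present after grazing (35.7%) and 1 of 1 present in the ungrazed library. The share was thus no higher between the populations than within the tolerant one. By the paper's methods every block held clones of the same plants. The tolerant libraries should thus share their genotypes unless plants were lost or mixed up. Between the populations, expression differences and genotypes cannot be told apart for these transcripts, because no sequence of the libraries was compared.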
